# Degenerating intervertebral discs in the streptozotocin-high-fat diet model of type 2 diabetes show extensive inflammation

**DOI:** 10.1242/dmm.052384

**Published:** 2025-11-26

**Authors:** Christian E. Gonzalez, Rachana S. Vaidya, Sade W. Clayton, Simon Y. Tang

**Keywords:** Type 2 diabetes, Intervertebral disc degeneration, Streptozotocin-high-fat diet, Leptin receptor deficiency, Chronic inflammatory cytokines, RAGE signaling

## Abstract

The chronic inflammation observed during type 2 diabetes (T2D) is associated with spinal pathologies, including intervertebral disc (IVD) degeneration and chronic spine pain. Despite confounding factors, such as obesity, studies show that, after adjusting for age, body mass index and genetics (e.g. twins), patients with T2D experience disproportionate severity of IVD degeneration and/or back pain than individuals without T2D. We hypothesized that chronic T2D fosters a proinflammatory microenvironment within the IVD that promotes degeneration and disrupts homeostasis. To test this, we evaluated two common mouse models of T2D – leptin-receptor deficient (db/db) mice and mice with a chronic high-fat diet and impaired β-cell function (STZ-HFD). IVDs of STZ-HFD mice exhibited more severe degeneration and elevated chemokine expression than controls. RNA sequencing further revealed extensive transcriptional dysregulation in STZ-HFD IVDs not observed in db/db IVDs. STZ-HFD IVDs expressed enzymes that enhance advanced glycation end product precursors, impaired non-AGE DAMP pathways and suppressed RAGE turnover. These results suggest that, under controlled genetic and environmental conditions, the STZ-HFD model more accurately reflects the multifactorial inflammatory milieu characteristic of T2D-induced IVD degeneration.

## INTRODUCTION

Type 2 diabetes (T2D) is a prevalent metabolic disorder marked by insulin resistance and prolonged hyperglycemia, impacting millions around the globe and leading to significant healthcare expenses (Srinivasan and Ramarao, 2007; Boucher et al., 2014; Petersen and Shulman, 2018; National Diabetes Statistics Report). This disease shares several characteristics with autoimmune disorders, including the chronic, systemic overexpression of immunomodulating cytokines, which can gradually lead to widespread accrual of tissue damage across multiple organ systems (Itariu and Stulnig, 2014; Chen et al., 2017; de Candia et al., 2019; Daryabor et al., 2020). Among these complications, intervertebral disc (IVD) degeneration is a comorbidity of particular interest owing to its chronic-inflammatory etiology (Risbud and Shapiro, 2014; Molinos et al., 2015; Navone et al., 2017; Lyu et al., 2021; Pinto et al., 2023).

A growing body of research has shown that chronic hyperglycemia, a hallmark of diabetes, initiates and exacerbates degenerative changes in the IVD through several overlapping mechanisms. These include increased apoptosis (Jiang et al., 2013; Kong et al., 2022), pyroptosis (Yu et al., 2023) and autophagy (Jiang et al., 2013) of nucleus pulposus (NP) cells, along with matrix degradation mediated by catabolic enzymes such as MMPs and ADAMTSs (Illien-Junger et al., 2013; Kong et al., 2022). Diabetic conditions also suppress anabolic signaling pathways by diminishing expression of growth factors such as TGF-β and IGF-1 (An et al., 2017). Furthermore, hyperglycemia-induced oxidative stress and advanced glycation end-product accumulation impair extracellular matrix (ECM) structure and mechanical resilience (Fields et al., 2015; Rosenberg et al., 2023), while reduced VEGFA levels under high-glucose conditions point to disrupted vascular support and nutrient exchange (Wu et al., 2024). Despite these mechanistic connections, the population-level data remain mixed. Fabiane et al. (2016) reported higher lumbar disc degeneration scores in individuals with T2D than in unaffected individuals, although significance diminished after adjusting for body mass index (BMI), and the co-twin comparisons were underpowered. Still, biological plausibility remains strong, and Liu et al. (2018) showed that poorly controlled or long-standing T2D correlates with more severe disc degeneration, even after controlling for BMI.

Taken together, these findings suggest that diabetes accelerates IVD degeneration through a multifaceted cascade of molecular and biomechanical alterations. In parallel, epidemiological studies report a strong association between chronic T2D and lower-back pain (Alpantaki et al., 2019; Cannata et al., 2019; Dario et al., 2017; Jhawar et al., 2006; Liu et al., 2018; Robinson et al., 1998; Sakellaridis, 2006), further implicating T2D as a contributor to spine-related disorders. Chronic inflammation in T2D, driven by a persistent milieu of chemokines, may foster a pro-degenerative microenvironment within the IVD, potentially linking T2D-induced inflammation to accelerated disc degeneration. Although this connection is supported by clinical and experimental data, the precise mechanisms remain poorly understood and warrant further investigation.

Animal models are essential for closely investigating the impact of T2D on IVD degeneration. The db/db mouse model, which harbors a point mutation in the gene encoding the leptin receptor (Chen et al., 1996; Lee et al., 1996) is widely used to study T2D-related metabolic dysfunctions (Wang et al., 2014). Despite the db/db mouse exhibiting many human T2D-like traits – including severe obesity, hyperglycemia and insulin resistance – its leptin receptor deficiency differs from the multifactorial etiology of human T2D. In spine research, db/db mice show signs of IVD degeneration, such as increased cell apoptosis and ECM degradation, as evidenced by elevated MMP3 expression and apoptotic markers in the IVD (Li et al., 2020). Biomechanically, discs from db/db mice demonstrate significantly reduced torsional stiffness and torsion-to-failure strength, indicating potentially compromised mechanical integrity (Natelson et al., 2020). Additionally, db/db discs exhibit histological changes such as increased glycosaminoglycan and collagen content, disrupted NP-annulus fibrosus (AF) boundary integrity, and a disorganized collagen fiber network in the AF, despite having comparable advanced glycation end product (AGE) levels to those of wild-type controls (Lintz et al., 2022). However, the lack of leptin signaling could confound interpretations of disc degeneration, as leptin appears to promote anabolic processes and reduce catabolic activities in IVD cells (Curic, 2021; Francisco et al., 2018; Gruber et al., 2007; Han et al., 2018; Li et al., 2013; Segar et al., 2019; Sharma, 2018).

In contrast, the streptozotocin (STZ)-high-fat diet (HFD) model offers a non-genic approach to replicating T2D. It induces the condition through pro-glycemic diet and low-dose STZ-induced pancreatic β-cell dysfunction, avoiding the genetic ablation of systemically impactful hormonal pathways such as leptin (Fig. 1A). This model is characterized by significant metabolic disturbances to glycemic status, insulin resistance and body weight, mirroring the human T2D phenotype more closely (Kusakabe et al., 2009; Islam and Wilson, 2012). Additional metabolic characteristics reported in STZ-HFD mouse studies include elevated serum insulin levels, dyslipidemia (increased triglycerides, low-density lipoprotein cholesterol and total cholesterol), and increased markers of inflammation and oxidative stress (Gilbert et al., 2011; Alquier and Poitout, 2018; Yin et al., 2020). This sets this mouse model apart as a valuable tool for studying the complex interactions within diabetic complications without the confounding factor of complete leptin signaling ablation (Kusakabe et al., 2009). Previously, this model has been employed in studying diabetic complications in bone (Eckhardt et al., 2020). Our study aimed to uncover the mechanisms behind inflammatory-pathway contribution to IVD degeneration and dysfunction, advancing the field's understanding of T2D-related IVD complications.

**Fig. 1.**
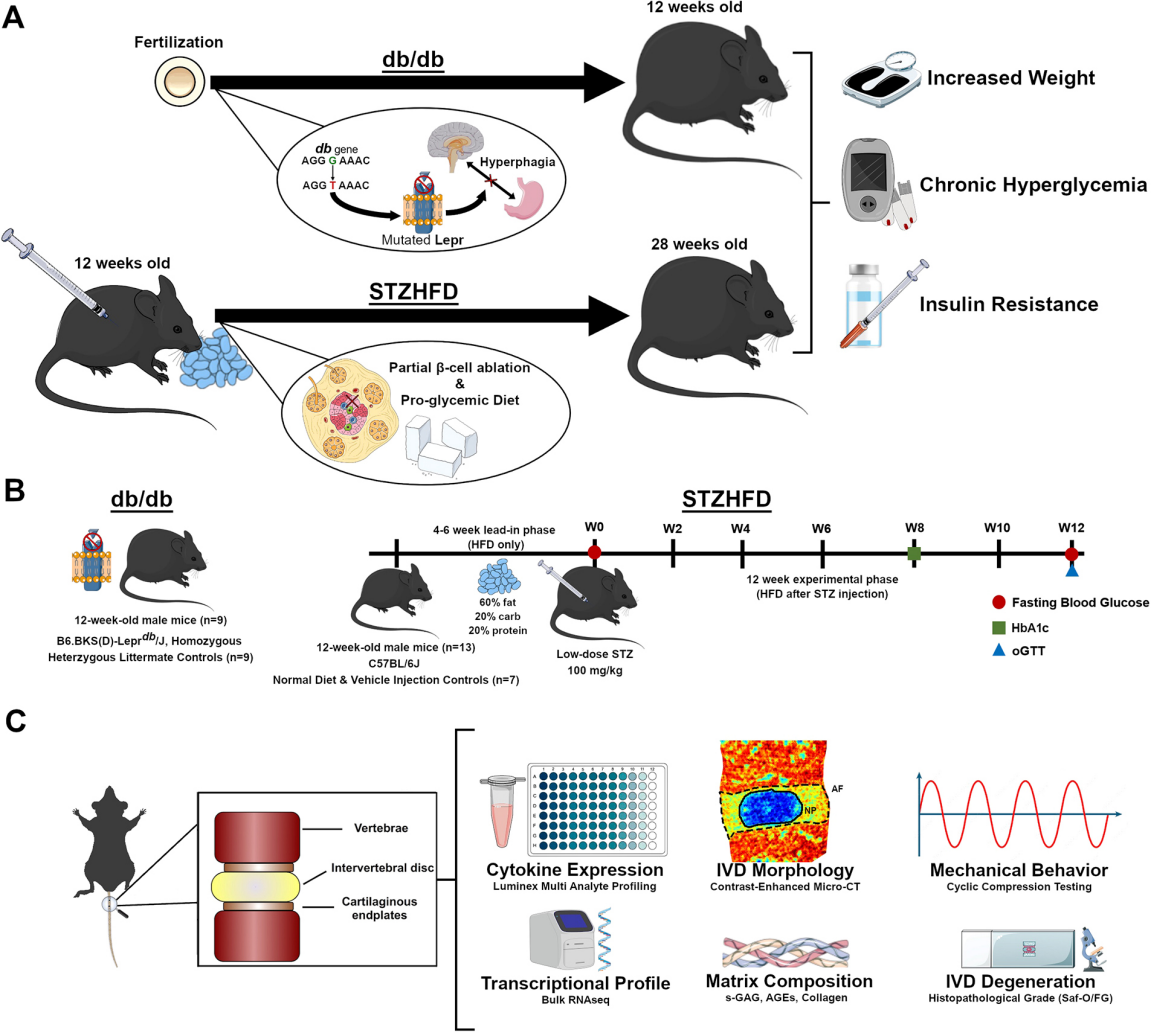
**Experimental design, animal model and workflow of the current study.** (A) The db/db model arises due to a point mutation in the leptin receptor gene, whereas the STZ-HFD model develops diabetes through a pro-glycemic diet and β-cell impairment. Both models present symptoms of obesity, chronic hyperglycemia and insulin resistance, although the magnitude can vary both between and within each model. (B) The experimental timeline outlines the progression of the study for both models. The db/db mice are acquired at skeletal maturity (12 weeks old) and sacrificed after metabolic measurements are collected. For the STZ-HFD model, mice undergo a lead-in phase of 4-6 weeks on a HFD followed by a single low dose of STZ. Subsequently, the experimental phase for the STZ-HFD mice continues with HFD for 12 weeks, with periodic assessments of fasting blood glucose, HbA1c levels and glucose tolerance. (C) After sacrifice, functional spine units (FSUs), consisting of the intervertebral disc and the adjacent vertebral bodies, are extracted from mice. FSUs are then utilized for the terminal measures pictured above. AGE, advanced glycation end product; HbA1c, glycated hemoglobin; HFD, high-fat diet; IVD, intervertebral disc; oGTT, oral glucose tolerance test; RNAseq, RNA sequencing; Saf-O/FG, Safranin-O/Fast Green; s-GAG, sulfated glycosaminoglycan; STZ, streptozotocin; W, week.

Inflammatory cytokines are pivotal in both IVD degeneration and T2D, mediating acute inflammatory responses while perpetuating chronic inflammation and tissue degradation (Guest et al., 2008; Velikova et al., 2021). They regulate key proteins such as ADAMTSs and MMPs, driving the degradation of the IVD's ECM (Bond et al., 1998; Malemud, 2019). The identification and characterization of these cytokines in T2D can highlight new therapeutic targets and early intervention markers (Al-Shukaili et al., 2013; Herder et al., 2013). In the spine, inflammatory cytokines contribute to the breakdown of IVD tissue and the development of pain (Risbud and Shapiro, 2014; Shamji et al., 2010). Pro-inflammatory cytokines such as TNF-α, IL-1β and IL-6 are upregulated in degenerated and herniated disc tissues, exacerbating the inflammatory response and advancing tissue damage (De Geer, 2018; Molinos et al., 2015; Navone et al., 2017; Wuertz and Haglund, 2013). These cytokines also influence the expression of matrix-degrading enzymes such as ADAMTS-4 and MMP-9, thereby accelerating disc degeneration (Malemud, 2019; Zhang et al., 2015). Their role in T2D is similarly significant, contributing to insulin resistance and β-cell dysfunction (Calle and Fernandez, 2012). Elevated levels of pro-inflammatory cytokines in patients with T2D underline their importance in disease progression (Guest et al., 2008; Velikova et al., 2021), and targeting these cytokines could open novel therapeutic avenues for both T2D and IVD degeneration (Al-Shukaili et al., 2013; Herder et al., 2013).

This study aimed to compare IVD structure and function in db/db and STZ-HFD mouse models of T2D, focusing on inflammation, transcriptomics, and morphological as well as mechanical changes during tissue degeneration (Fig. 1C) to better understand pathways through which T2D exacerbates IVD degeneration. We hypothesized that the STZ-HFD model, owing to its preservation of leptin signaling and induction of systemic metabolic and inflammatory stress, will more accurately capture the chronic inflammatory milieu associated with T2D-driven disc degeneration than the genetically obese db/db model. By evaluating gene expression patterns, inflammatory markers, matrix integrity and mechanical properties, we sought to delineate the distinct and overlapping pathophysiological features of these two commonly used models of diabetes.

This work addresses several unresolved questions in the field: (1) whether the STZ-HFD model better reflects the inflammatory complexity of T2D in the IVD compared to leptin-deficient models; (2) how systemic metabolic stress translates into local disc pathology at molecular and biomechanical levels; and (3) whether chronic hyperglycemia alters DAMP-RAGE (also known as AGER) interactions and downstream inflammatory signaling in a disc-specific manner. By tackling these gaps, our study contributes a much-needed comparative framework and mechanistic insight into the pathophysiology of diabetic IVD degeneration, while laying the foundation for targeted therapies that address the unique inflammatory profile of T2D-associated disc disease.

## RESULTS

### The db/db and STZ-HFD mouse models exhibit a characteristically diabetic phenotype

The db/db and STZ-HFD mice both demonstrated hallmark features of diabetes (Fig. 2). Both groups exhibited area-under-the-curve (AUC) glucose tolerance test (GTT) values above the defined threshold, indicating impaired glucose tolerance (Fig. 2A). The STZ-HFD mice showed severe glucose intolerance compared to control+vehicle (Con+Veh) mice (*P*<0.0001). The terminal body weights showed that db/db mice weigh significantly more than db/+ and STZ-HFD mice (Fig. 2B). The terminal fasting blood glucose levels indicated a significant difference only between the STZ-HFD and Con+Veh groups, demonstrating notable fasting hyperglycemia in the STZ-HFD mice, but not in db/db mice (Fig. 2C). Glycated hemoglobin (HbA1c; also known as A1C) levels revealed no difference between db/db mice and STZ-HFD mice, but each group significantly differed from their respective controls (Fig. 2D). This indicated that both models exhibit chronic hyperglycemia, confirming their relevance as models of T2D.

**Fig. 2.**
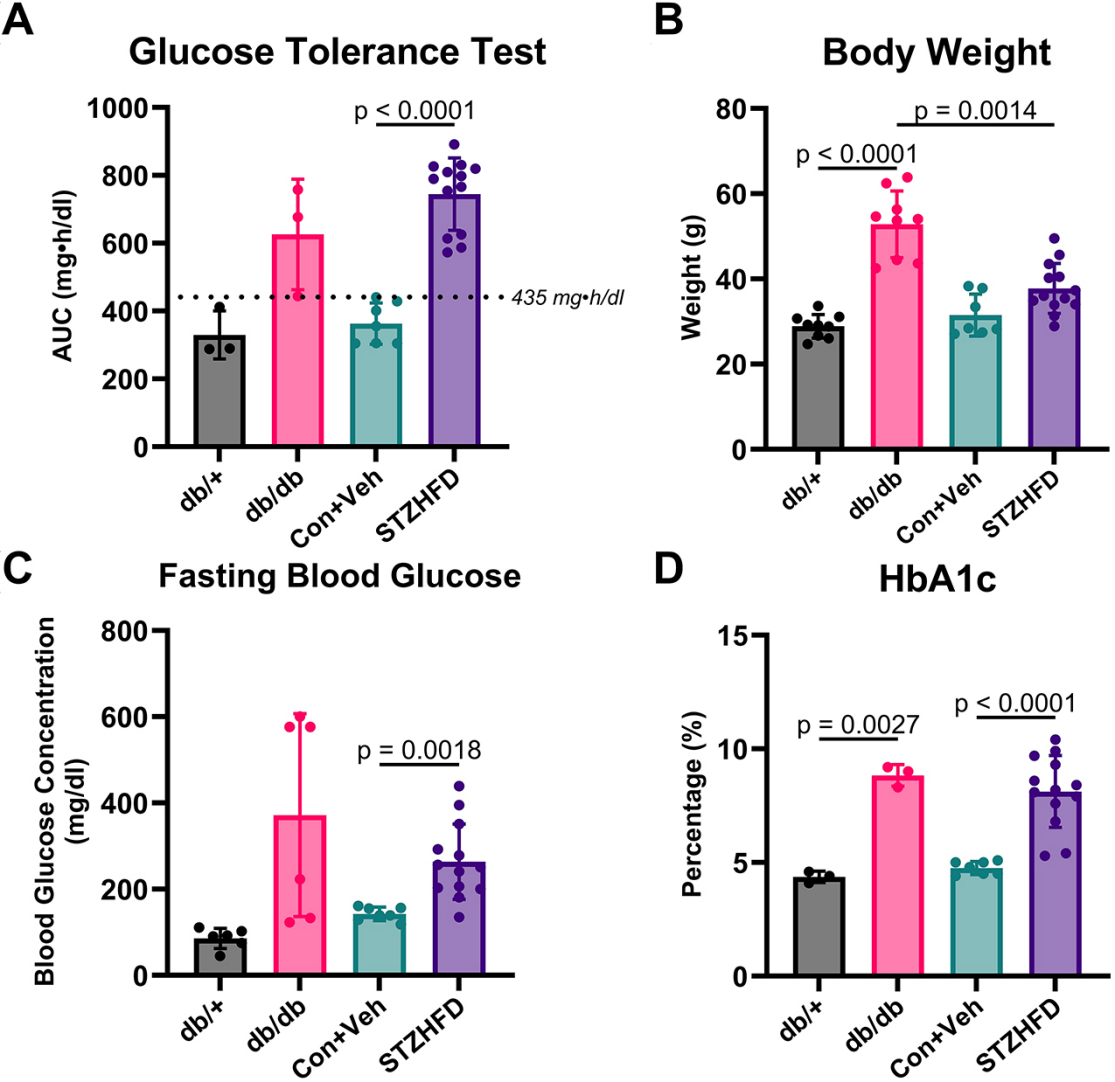
**Both db/db and STZ-HFD mice represent a characteristically type 2 diabetes (T2D) phenotype.** (A) Area-under-the-curve (AUC) glucose tolerance test (GTT) results show elevated glucose intolerance in db/db and STZ-HFD mice, with a highly significant difference between control+vehicle (Con+Veh) and STZ-HFD groups (*P*<0.0001). (B) Terminal body weights indicate that db/db mice are significantly heavier than db/+ and STZ-HFD mice. (C) Terminal fasting blood glucose levels are significantly higher in STZ-HFD mice than in Con+Veh mice. (D) HbA1c levels indicate chronic hyperglycemia in both db/db and STZ-HFD mice, with no difference between them, but significant differences from their respective controls. Dunnett's T3 test.

### Histopathological analysis reveals IVD degeneration in STZ-HFD mice

The IVDs of STZ-HFD mice exhibited more degeneration than the IVDs of controls and the db/db mice. Fig. 3 presents a comparison of histological phenotypes across the four groups (db/+, db/db, Con+Veh and STZ-HFD), showing the range of histopathological scores within this study (Fig. 3A). Histopathological scoring revealed that only the STZ-HFD mice exhibited significantly greater IVD degeneration than that of the control group (Fig. 3B). In the Con+Veh samples, the AF had healthy, convexed outer lamellae (filled arrow in Fig. 3C) and well-organized, concentric inner lamellae (filled arrowhead in Fig. 3C). In contrast, the STZ-HFD samples showed degenerate crimped, concave outer lamellae (open arrow in Fig. 3C) and wavy, disorganized inner lamellae (open arrowhead in Fig. 3C), indicating altered matrix structure in the AF.

**Fig. 3.**
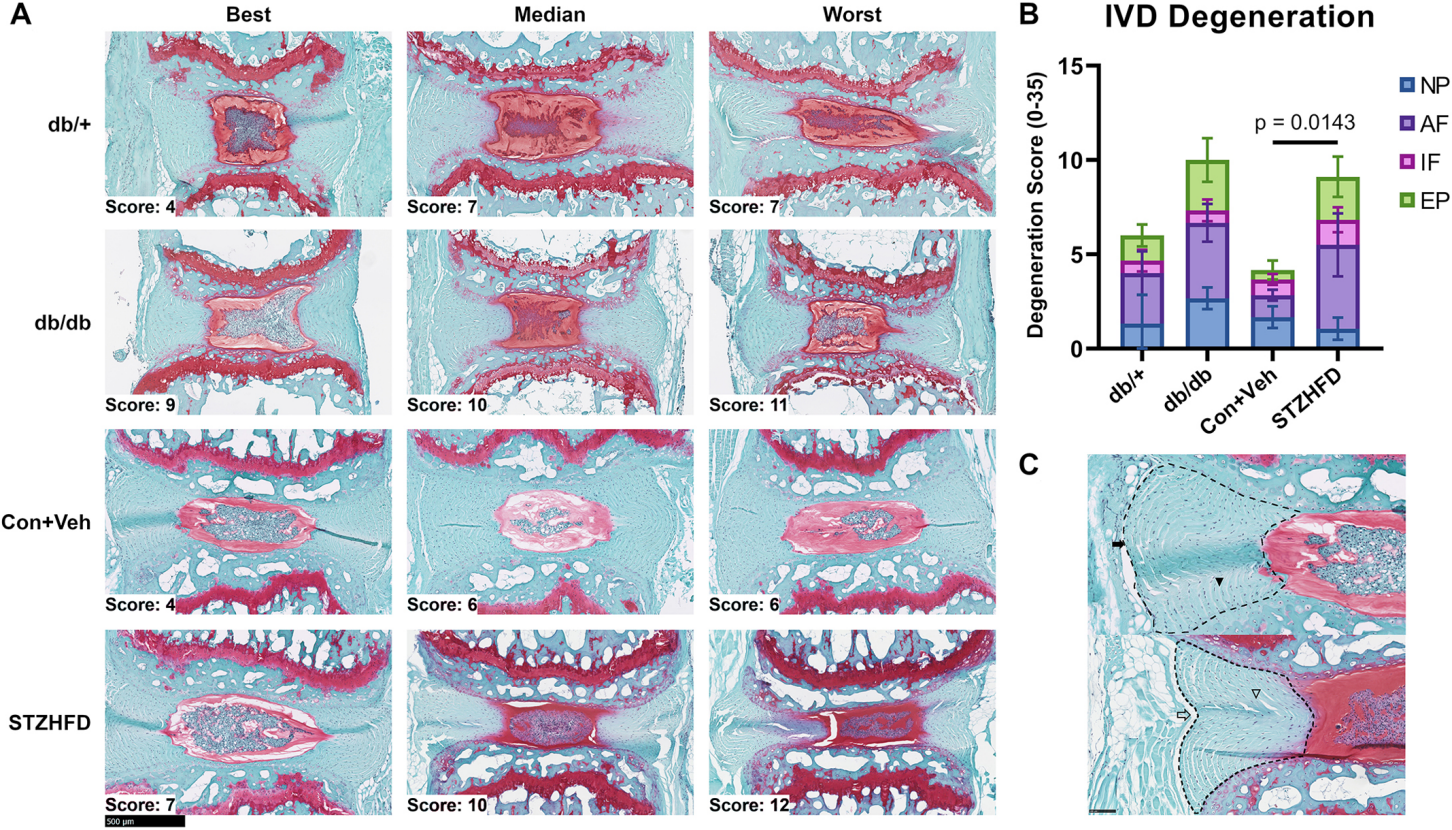
**STZ-HFD mice exhibit more severe histopathological IVD degeneration than db/db mice.** (A) Comparison of histological phenotypes in db/+, db/db, Con+Veh and STZ-HFD groups, showing best, median and worst samples. (B) Histopathological scoring shows significantly greater IVD degeneration in STZ-HFD mice than that in controls. Dunnett's T3 test. AF, annulus fibrosus; EP, end plate; IF, interface; NP, nucleus pulposus. (C) Con+Veh samples have healthy lamellae (top; filled arrow and filled arrowhead); STZ-HFD samples show degenerate, disorganized lamellae (bottom; empty arrow and empty arrowhead). Scale bars: 500 μm (A), 100 μm (C).

### Computed tomography analysis, matrix assays and mechanical testing all show no major changes in T2D IVDs

The analysis of contrast-enhanced micro-computed tomography (CEµCT) data, mechanical testing and matrix protein assays revealed only one significant difference among the four groups across all nine measured outcomes. Specifically, parameters such as NP intensity/disc intensity (NI/DI), NP volume fraction (NPVF), loading slope, hysteresis energy, tan delta and biochemical content showed no variations between groups (Fig. 4A,B,D-I). The only statistically significant result was a difference in morphology between the db/db and STZ-HFD groups, as indicated by the disc height ratio (DHR) (Fig. 4C). These findings suggest that the structural integrity, mechanical behavior and biochemical composition of the IVDs are mostly consistent across the db/db and STZ-HFD models.

**Fig. 4.**
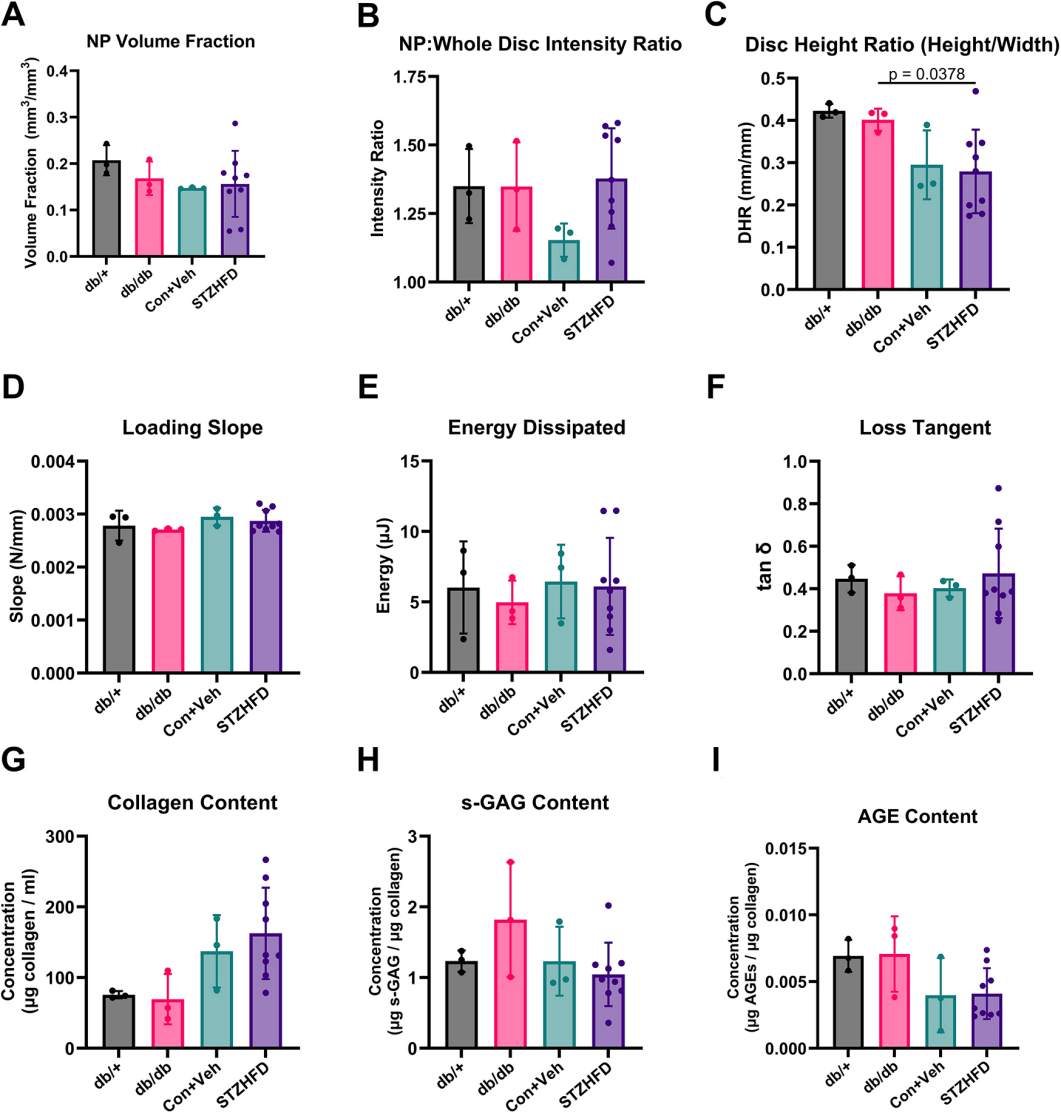
**Comparative analysis of IVD structure, mechanics and composition shows similarities between db/db and STZ-HFD mice.** (A-C) NP volume fraction (NPVF; A), NP intensity/disc intensity (NIDI; B) and disc height ratio (DHR; C) indicate few significant differences in structural integrity between the models. (D-F) Load slope (D), energy dissipated (E) and phase shift (F), demonstrating no significant variations in viscoelastic mechanical behavior between the models. (G-I) Biochemical content measurements, including collagen (G), s-GAG (H) and AGEs (I), show no significant differences between the models. Dunnett's T3 test.

### Immunomodulatory cytokines are chronically upregulated in STZ-HFD IVDs

The comparative analysis of cytokine expression levels between db/db and STZ-HFD models provides novel insights into diabetic inflammation of the IVD. The initial comparative analysis of the two models' protein expression levels revealed that two cytokines (CCL2, CCL3) and 16 cytokines (CCL2,3,4,5,12; CXCL1,2,9,10; CX3CL1; IL-2,6,16; CSF-3; VEGF; LIF) were upregulated in the db/db and STZ-HFD models, respectively, and thus included in the fold change analysis. The fold changes in cytokine levels over those in their respective controls (db/+ for db/db, Con+Veh for STZ-HFD) were calculated (Fig. 5A). The STZ-HFD model exhibited a significantly higher fold increase compared to the db/db model for eight cytokines: CXCL2, CCL2, CCL3, CCL4, CCL12 (monocyte/macrophage-associated cytokines) (Sagar et al., 2012; Arendt et al., 2013; Lança et al., 2013; Etna et al., 2014; Motwani and Gilroy, 2015; He et al., 2016; Lim et al., 2016; DeLeon-Pennell et al., 2017; Ruytinx et al., 2018; Sindhu et al., 2019; Zhang et al., 2019; Huang et al., 2020; Pelisch et al., 2020; Yang et al., 2020; Xu et al., 2021a,b; Sheng et al., 2022), IL-2 and CXCL9 (T-cell-associated cytokines) (Chang and Radbruch, 2007; Venetz et al., 2010; Shachar and Karin, 2013; Ochiai et al., 2015; Boff et al., 2018; Kuo et al., 2018; Mortara et al., 2018; House et al., 2020; Marcovecchio et al., 2021; Markovics et al., 2022), and CCL5 (pleiotropic cytokine) (Juhas et al., 2015; Atri et al., 2018; Kranjc et al., 2019; Chen et al., 2020; Zeng et al., 2022). Representing the overlapping cytokine expression profiles through a Venn diagram revealed that the STZ-HFD model encompassed a large number of upregulated cytokines (Fig. 5B). The inner circle in Fig. 5B represents the db/db model, containing only two upregulated cytokines, both of which are also upregulated in the STZ-HFD model. This indicates that the STZ-HFD model has a broader and more pronounced cytokine response than that of the db/db model.

**Fig. 5.**
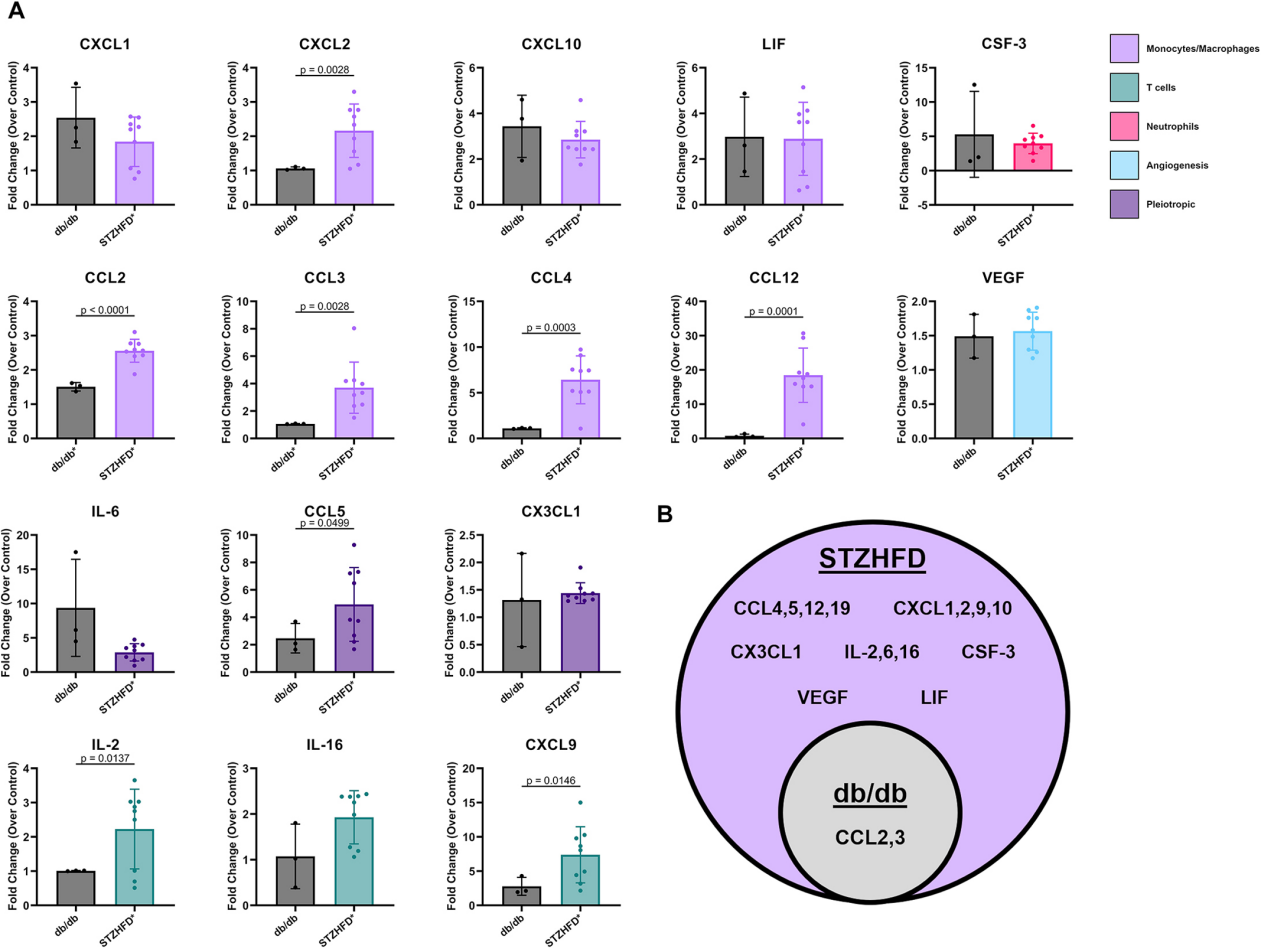
**The STZ-HFD IVD produces a more pro-inflammatory microenvironment than the db/db IVD in comparative analysis of cytokine expression.** (A) The STZ-HFD model shows a significantly higher fold increase than the db/db model for eight cytokines: CXCL2, CCL2, CCL3, CCL4, CCL12 (monocyte/macrophage associated), IL-2, CXCL9 (T-cell associated) and CCL5 (pleiotropic). Unpaired *t*-test with Welch's correction. (B) The STZ-HFD model encompasses a broader and more pronounced cytokine response than that of the db/db model, highlighting the extensive upregulation of inflammatory cytokines in the STZ-HFD model.

### Differential network structures reveal unique inflammatory pathways of T2D in IVDs

Our cytokine network analysis provided detailed insight into how inflammation is organized and coordinated within the IVD microenvironment of each T2D model (Fig. 6A). Key cytokines such as CCL2 and CCL4 appeared centrally connected in both models, acting as critical communication hubs that likely coordinate broader inflammatory responses, as indicated by high betweenness centrality (Fig. 6B). When examining each model individually, the db/db network featured several unique cytokines (CSF3, CXCL5, CXCL9, CXCL10, IL-4 and IL-11) that held prominent positions in terms of connectivity and influence (betweenness and eigenvector centralities). These cytokines may reflect pathways uniquely modulated by leptin deficiency. In contrast, the STZ-HFD model showed a distinct set of highly connected and influential cytokines, including CXCL2, IL-6, IL-16, CCL11 and CSF3, suggesting that alternative signaling axes are activated when leptin signaling remains intact. The organization of these networks also differed in terms of their communication efficiency: the db/db model exhibited a shorter average path length than that of the STZ-HFD model, meaning that inflammatory signals can propagate more quickly and uniformly. The STZ-HFD network had longer path lengths and higher modularity than those of the db/db model, indicating a more compartmentalized structure with distinct inflammatory sub-networks, likely reflecting a more complex and widespread inflammatory state (Fig. 6C). To evaluate the extent of overlap between models, we used the Jaccard index to assess network similarity. The low similarity between STZ-HFD and WT controls (Jaccard index: 0.144 at k=1, 0.246 at k=2) confirms substantial remodeling of cytokine interactions in this model. Conversely, the db/db model's network remained more similar to that of its control, indicating a less dramatic inflammatory shift. Together, these findings suggest that, although both models exhibit inflammation, the STZ-HFD model engages broader and more structured cytokine signaling cascades, better representing the diffuse and chronic nature of T2D-associated disc degeneration.

**Fig. 6.**
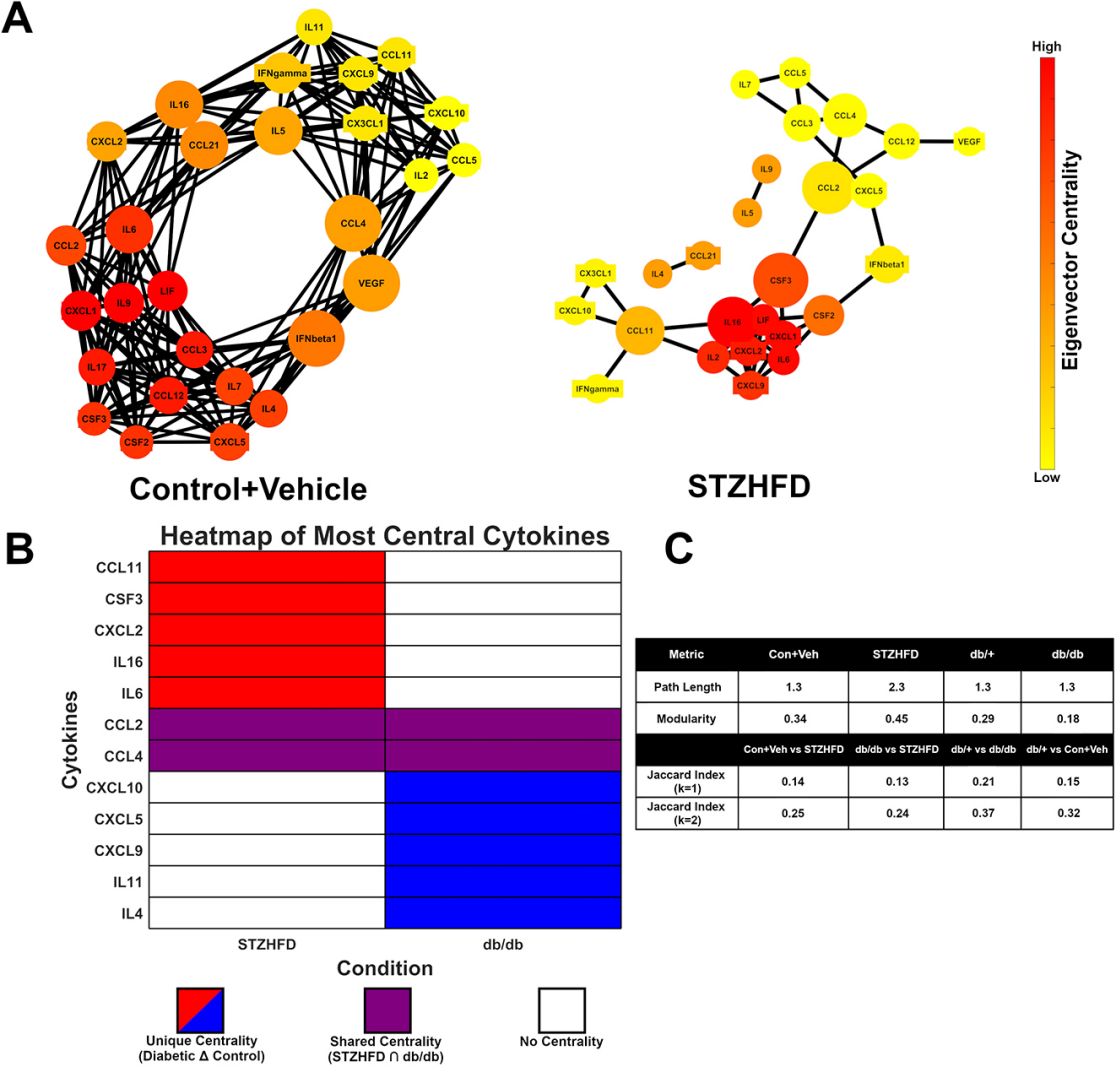
**The STZ-HFD IVD invokes unique inflammatory signaling pathways in networks of cytokine expression.** (A) The STZ-HFD model shows a distinct network structure (left) from that of the db/db model (right), demonstrating the unique upregulation of various inflammatory pathways. (B) The STZ-HFD and db/db networks each rely on a number of unique (red/blue) and shared (purple) cytokines, indicating both leptin-dependent and leptin-independent inflammatory signaling cascades. (C) The STZ-HFD mouse model displays a fragmented and modular cytokine network, indicating the parallel signaling of multiple signaling pathways.

### STZ-HFD IVDs show distinct gene expression and pathway dysregulation in RNA-sequencing (RNA-seq) analysis

The RNA-seq analysis revealed significant differences between the db/db and STZ-HFD models in several biological processes, particularly those related to T2D-related inflammatory pathways, immune response, ECM organization, metabolic function and signal transduction. 

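RNA was sequenced from caudal discs of 3 db/db mice, which carry a mutant leptin receptor, 3 db/+ littermates, 4 STZ-HFD mice and 4 mice given control diet and vehicle (Con+Veh), with 5 discs pooled per mouse. The leptin receptor gene *Lepr* (ENSMUSG00000057722, chromosome 4 from 101717404 to 101815352 of GRCm38) had 309, 534 and 375 counts in the db/db libraries and 472, 374 and 391 in the db/+ libraries, so its total count did not separate these groups. The authors aligned the reads with STAR, counted them on the genes of Ensembl release 101 with featureCounts, estimated transcript counts with Salmon, and deposited the gene counts without normalization. Total counts ranged from 46252923 to 50964167 in db/+ (median 47267983) and from 43397872 to 52363402 in db/db (median 48912680). They ranged from 23173075 to 58943169 in Con+Veh (median 37061900) and from 16076908 to 46532382 in STZ-HFD (median 42347320.5). A ribosomal RNA gene, CT010467.1, took 21.6% to 48.2% of the counts of a library. Outside ribosomal RNA, 8945906 to 35031712 counts per library remained. At these totals, 3 counts on a gene correspond to 0.0509 to 0.187 CPM when scaled by the library total alone, while the CPM given per group are scaled by the total times its TMM factor. Each library is a separate mouse by its label and was counted as 1 sample. The chi-square per degree of freedom between the 18 pairs of replicates within a group was 57 to 659, so no pair was a repeat of the same counts.
The counts were normalized with edgeR's TMM method, and the 16915 genes with more than 1 CPM in at least 3 libraries were kept. Following the methods named in the paper, limma's voomWithQualityWeights was used, with all 14 libraries in one fit. This method weights each library by its scatter, and the weights ran from 0.275 in Con+Veh replicate 1 to 3.05 in Con+Veh replicate 3. A gene was called when its adjusted p was under 0.05 and its absolute log2 fold change was at least 1. The minimum for low expression and the number of groups per fit are not given in the paper's text, and both could change the numbers. The text also does not say whether the counting used the strand, so counts of antisense and overlapping genes are uncertain. Each model was compared with its own control, because cohort, age and treatment schedule differ between the models and no sequencing batch is given. For the high-fat diet, the paper gives 60% of calories from fat and the sample labels give 80%. Gene coordinates are from the GENCODE M21 annotation of GRCm38, and values per group are CPM as mean ± SD, with n = 3 in the db groups and n = 4 in the STZ-HFD and Con+Veh groups.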

Both models had many genes upregulated and downregulated when adjusting for false discovery rate and limiting to genes with high absolute fold change (Fig. 7A). 

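In db/db discs, the largest increases among the genes called without overlap between groups, pseudogenes apart, were in *Ms4a4d*, *Ccl6* and *Retn*. *Ccl6* (ENSMUSG00000018927, chromosome 11 from 83587882 to 83593087) was at 21.2 ± 6.52 in db/db and 3.18 ± 1.34 in db/+, a log2 fold change of 2.85 (standard error 0.41, adjusted p = 0.00784, limma with Benjamini-Hochberg adjustment). The adipokine gene *Retn* (ENSMUSG00000012705, chromosome 8 from 3655770 to 3660110) had a log2 fold change of 2.75 (standard error 0.42, adjusted p = 0.0115, limma with Benjamini-Hochberg adjustment). *Ms4a4d* had a log2 fold change of 3.19. The pseudogenes *Gm8430* and *Rps27a-ps2* also rose by log2 fold changes of 2.75 and 2.72, but their reads can be shared with parent genes. *Mybph* (ENSMUSG00000042451, chromosome 1 from 134193448 to 134201232) fell from 15.2 ± 6.34 to 1.99 ± 0.811, a log2 fold change of -2.94 (standard error 0.40, adjusted p = 0.00753, limma with Benjamini-Hochberg adjustment). Log2 fold changes in *1520401A03Rik* and *Olfr13* were -3.18 and -2.90. The antisense gene *Gm14236* (-3.40) and *Gm23935* (-2.66), which is annotated as a microRNA and reached 1077070 counts in a library, are uncertain because the strand of counting is not stated.
In STZ-HFD discs, *Fabp3* (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463), a fatty acid-binding protein gene, rose from 4.70 ± 1.27 in Con+Veh to 46.9 ± 17.2, a log2 fold change of 3.26 (standard error 0.28, adjusted p = 9.25e-06, limma with Benjamini-Hochberg adjustment). With each library left out in turn, its log2 fold change stayed from 3.12 to 3.48. The adhesion protein gene *Chad* (ENSMUSG00000039084, chromosome 11 from 94565047 to 94569127) fell from 6921 ± 5088 to 470.2 ± 166, a log2 fold change of -4.26 (standard error 0.36, adjusted p = 9.25e-06, limma with Benjamini-Hochberg adjustment). Its leave-one-out values ran from -4.51 to -3.82. *Gm44769*, *Fbp2*, *Gm5590* and *Gm35048* had the largest increases without overlap, with log2 fold changes of 4.96, 3.77, 3.68 and 3.49. Of these, *Gm5590* is a processed pseudogene that can share reads, and *Gm44769* and *Gm35048* are annotated only as transcribed regions awaiting experimental evidence. After *Chad*, the largest decreases among the genes called without overlap were in *Cxcl13*, *Il33*, *Clec3a* and *Uts2r*, with log2 fold changes of -3.76, -3.03, -3.02 and -2.87. Of the 10 genes labeled for db/db in Fig. 7A, all rose and 9 were called. *Prkar1a* was not, with a log2 fold change of 1.85 (standard error 0.48, adjusted p = 0.0555, limma with Benjamini-Hochberg adjustment). All 10 genes labeled for STZ-HFD were called in the drawn direction. Both lists of labeled genes come from the same libraries, so these calls give no independent support.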

The db/db model exhibited 376 upregulated genes, while the STZ-HFD model exhibited 170 upregulated genes; three genes (*Adamts8*, *Cd36*, *Ndufb5*) were shared between the two models (Fig. 7B). 

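In the 16915 genes tested, 208 were called upregulated in db/db and 220 in STZ-HFD. In either direction, 3572 genes in db/db and 3025 in STZ-HFD had an unadjusted p under 0.05. Among the alternatives, the fit with an adipocyte marker score as a covariate called 0 and 1 upregulated genes, and edgeR's quasi-likelihood test 0 and 6. In db/db, 1726 and 1891 genes had an unadjusted p under 0.05 in these fits. With the replicate number as a block, 796 genes were upregulated in db/db and 387 in STZ-HFD. The deviations of same-numbered STZ-HFD and Con+Veh libraries correlated at a mean r of -0.111, against 0.0376 for the other pairs of libraries. In the db groups the mean r was -0.0911, against 0.0456, so the numbers did not pair the libraries in either model. The names of 2 libraries, Con+Veh replicate 2 and STZ-HFD replicate 4, share an ending of unstated meaning. Without both, a fit chosen after seeing the values, 68 genes were upregulated in STZ-HFD. With an indicator of these 2 libraries as a covariate, also chosen after seeing the values, 59 were. Log2 fold changes in db/db fell with the GC content of the gene (Spearman rho of -0.428 across 16899 genes, which are not independent replicates).

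**Figure D1:**
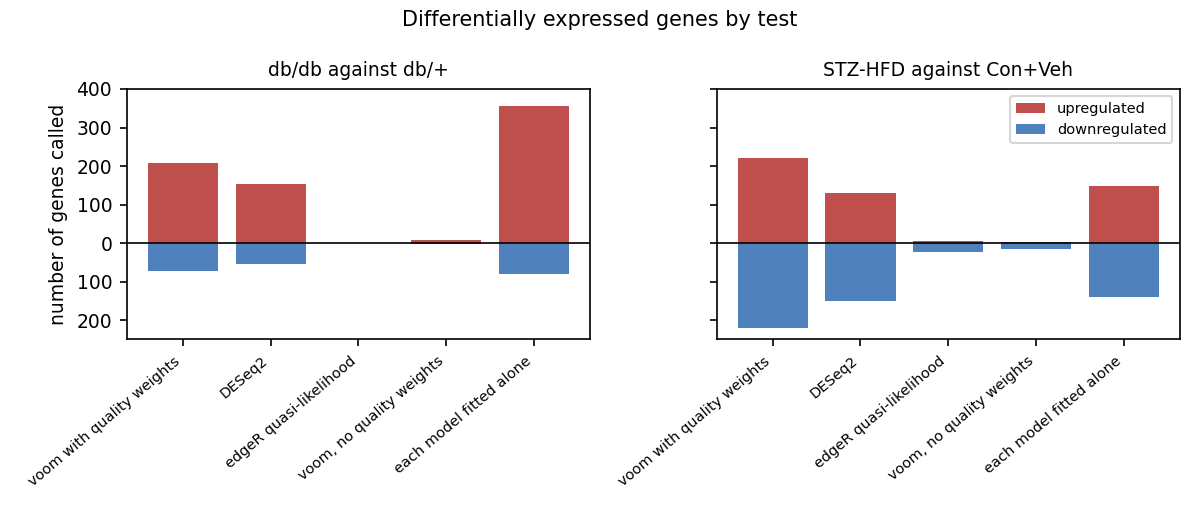
Number of genes called (y axis, upregulated above 0 and downregulated below 0) in db/db against db/+ (left) and STZ-HFD against Con+Veh (right) under 5 fits. In db/db, edgeR's quasi-likelihood test called 0 genes and the fit of each model alone called 357 upregulated genes.

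The upregulated lists shared 6 genes, *Adamts8*, *Aldh1a1*, *Cat*, *Cd36*, *Nnat* and *Pck1*, where 2.71 would be shared by chance. *Cat*, *Nnat* and *Pck1* are named here after their values were seen. The metalloproteinase gene *Adamts8* (ENSMUSG00000031994, chromosome 9 from 30942562 to 30963838) had a log2 fold change of 2.32 (standard error 0.42, adjusted p = 0.0164, limma with Benjamini-Hochberg adjustment) in db/db. In STZ-HFD it had a log2 fold change of 1.64 (standard error 0.42, adjusted p = 0.0406, limma with Benjamini-Hochberg adjustment). The fatty acid transporter gene *Cd36* (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) had a log2 fold change of 2.16 (standard error 0.31, adjusted p = 0.00784, limma with Benjamini-Hochberg adjustment) in db/db. Its STZ-HFD value was a log2 fold change of 1.12 (standard error 0.26, adjusted p = 0.0244, limma with Benjamini-Hochberg adjustment). *Ndufb5* (ENSMUSG00000027673, chromosome 3 from 32736990 to 32751566), a subunit of respiratory complex I, was called in STZ-HFD with a log2 fold change of 1.56 (standard error 0.34, adjusted p = 0.0209, limma with Benjamini-Hochberg adjustment). It was not called in db/db, where it had a log2 fold change of 1.36 (standard error 0.39, adjusted p = 0.0732, limma with Benjamini-Hochberg adjustment).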

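The downregulated genes called were 73 in db/db and 221 in STZ-HFD. Of all 281 genes called in db/db, 280 had no overlap between the libraries of the groups. Among all genes tested in db/db, 25.8% had no overlap, where chance gives 10% for 3 libraries against 3. In STZ-HFD, 171 of the 441 called genes had no overlap, against 4.74% of all genes tested and a chance share of 2.86% for 4 against 4. The fit with the replicate block called 688 downregulated genes in db/db and 611 in STZ-HFD, with the pairing check as given for the upregulated genes. Without the 2 libraries whose names share an ending the STZ-HFD number was 176, and with their indicator as a covariate 69, both chosen after seeing the values. Both lists held 3 genes, where 0.954 would be shared by chance: *Glis1*, *Loxl3* and *Susd5*, the last named after its values were seen. The transcription factor gene *Glis1* (ENSMUSG00000034762, chromosome 4 from 107434591 to 107635061) fell from 40.2 ± 9.12 to 16.7 ± 3.81 in db/db, a log2 fold change of -1.24 (standard error 0.29, adjusted p = 0.0368, limma with Benjamini-Hochberg adjustment). From Con+Veh to STZ-HFD it fell from 20.2 ± 11.9 to 5.48 ± 2.10, a log2 fold change of -1.45 (standard error 0.32, adjusted p = 0.0209, limma with Benjamini-Hochberg adjustment). Opposite calls in the models were made for 5 genes, *C5ar1*, *Cxcl13*, *Myh1*, *Ogn* and *Tcap*, where chance gives 3.67. *C5ar1*, *Myh1* and *Tcap* were chosen after their values were seen.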

Likewise, the db/db model showed 85 downregulated genes, while the STZ-HFD model showed 135 downregulated genes, with one gene (*Glis1*) shared between the models. Eighteen genes associated with the metabolic processes of glycolysis, sugar reduction and carbonyl metabolism were differentially expressed between the db/db and STZ-HFD models (Fig. 7C); these intracellular mechanisms are critical in T2D pathology through the formation of AGEs and activation of the receptor for AGEs (RAGE). 

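Fig. 7C shows 41 changes in 36 genes, 17 in db/db and 24 in STZ-HFD. All 41 log2 fold changes had the direction drawn. Adjusted over all genes tested, 15 were called, 6 in db/db and 9 in STZ-HFD. Adjusted over the 36 genes alone, 38 were called, which shows no stability because the list comes from calls on the same libraries. edgeR's quasi-likelihood test called 0 of the changes, and the replicate block called 33. Among the enzymes of glycolysis, sugar reduction and carbonyl metabolism, *Aldh1a1* (ENSMUSG00000053279, chromosome 19 from 20492715 to 20643465) rose in db/db from 4.12 ± 1.07 to 14.3 ± 3.37, a log2 fold change of 1.77 (standard error 0.37, adjusted p = 0.0291, limma with Benjamini-Hochberg adjustment). *Prdx1* had a log2 fold change of 2.18 (standard error 0.47, adjusted p = 0.0304, limma with Benjamini-Hochberg adjustment). The increases of *Aldh6a1* and *Cbr3* were not called, at adjusted p = 0.0992 and 0.128 (limma with Benjamini-Hochberg adjustment). Of the decreases, *Loxl3* was called with a log2 fold change of -1.18 (standard error 0.27, adjusted p = 0.0346, limma with Benjamini-Hochberg adjustment). *Eno1* and *Gapdh*, which have annotated copies that can share reads, had log2 fold changes of -1.30 and -1.43 with adjusted p = 0.0559 and 0.134 (limma with Benjamini-Hochberg adjustment). In STZ-HFD, *Aldoa*, which also has annotated pseudogenes, and *Aldh4a1* had log2 fold changes of 1.25 and 1.22 and were not called, at adjusted p = 0.0653 and 0.0910 (limma with Benjamini-Hochberg adjustment). *Lox* (ENSMUSG00000024529, chromosome 18 from 52516067 to 52529867) was called lower with a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.0141, limma with Benjamini-Hochberg adjustment). The decreases of *Loxl4*, *Aldh3b1*, *Aldoc* and *Aldh3a1*, from -1.07 to -1.54 on the log2 scale, did not pass the adjustment over all genes, with adjusted p from 0.0811 to 0.174 (limma with Benjamini-Hochberg adjustment).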

In the db/db model, five genes were upregulated and four were downregulated, whereas in the STZ-HFD model, five genes were upregulated and seven were downregulated. Additionally, several damage-associated molecular patterns (DAMPs) and RAGE-modulating genes were changed (Fig. 7C). Specifically, four genes were upregulated in the db/db model, while six genes were downregulated in the STZ-HFD model. Furthermore, regulators of NF-κB signaling, a pathway implicated in inflammatory responses downstream of RAGE signaling, was moderately affected. 

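In db/db, the DAMP gene *S100a4* (ENSMUSG00000001020, chromosome 3 from 90603771 to 90606045) rose from 23.6 ± 5.64 to 109 ± 47.1, a log2 fold change of 2.11 (standard error 0.46, adjusted p = 0.0322, limma with Benjamini-Hochberg adjustment). *Lpar4* was also called, with a log2 fold change of 1.68 (standard error 0.41, adjusted p = 0.0442, limma with Benjamini-Hochberg adjustment). *S100a6* and *S100g* rose by 1.12 and 1.15 on the log2 scale without passing the threshold, at adjusted p = 0.109 and 0.135 (limma with Benjamini-Hochberg adjustment). In STZ-HFD, the complement genes *C1qb* (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187) and *C1qc* were called lower. *C1qb* had a log2 fold change of -1.11 (standard error 0.29, adjusted p = 0.0427, limma with Benjamini-Hochberg adjustment), and *C1qc* had a log2 fold change of -1.19 (standard error 0.30, adjusted p = 0.0373, limma with Benjamini-Hochberg adjustment). *C1qa* and *S100g* fell by log2 fold changes of -1.54 and -2.70 but were not called, at adjusted p = 0.158 and 0.0653 (limma with Benjamini-Hochberg adjustment). *S100g* had 0 counts in STZ-HFD replicate 2, so its fold change rests on few reads.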

In the db/db model, one gene was upregulated and one downregulated, while in the STZ-HFD model one gene was upregulated and three genes were downregulated (Fig. 7C). 

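None of the drawn changes of the NF-κB regulators was called. In db/db, *Tnfsf13b* rose with a log2 fold change of 1.01 (standard error 0.36, adjusted p = 0.128, limma with Benjamini-Hochberg adjustment). *Ppp1r13l* fell with a log2 fold change of -1.25 (standard error 0.33, adjusted p = 0.0566, limma with Benjamini-Hochberg adjustment). In STZ-HFD, *Tnfsf10* (ENSMUSG00000039304, chromosome 3 from 27317028 to 27342427) was at 1.98 ± 0.758 against 1.09 ± 0.405 in Con+Veh, a log2 fold change of 1.07 (standard error 0.46, adjusted p = 0.232, limma with Benjamini-Hochberg adjustment). *Nfkbiz* and *C1qtnf3* had log2 fold changes of -1.13 and -1.89, with adjusted p = 0.0905 and 0.188 (limma with Benjamini-Hochberg adjustment). None of these differences passed the adjustment over all genes tested, although each had an unadjusted p under 0.05.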

Regarding adipokine signaling, which is critical in the regulation of glucose and lipid metabolism in T2D, two genes related to leptin signaling were differentially expressed in the STZ-HFD model, whereas only one gene was differentially expressed in the db/db model (Fig. 7C). 

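The leptin gene *Lep* (ENSMUSG00000059201, chromosome 6 from 29060220 to 29073877) was at 4.49 ± 2.07 in STZ-HFD and 1.02 ± 0.984 in Con+Veh, a log2 fold change of 1.95 (standard error 0.68, adjusted p = 0.130, limma with Benjamini-Hochberg adjustment). In db/db it had a log2 fold change of 2.07 (standard error 0.81, adjusted p = 0.156, limma with Benjamini-Hochberg adjustment), so it was called in neither model. *Lepr* fell in STZ-HFD from 22.7 ± 2.43 to 10.5 ± 1.75, a log2 fold change of -1.11 (standard error 0.21, adjusted p = 0.0107, limma with Benjamini-Hochberg adjustment), and all 4 STZ-HFD libraries were below the Con+Veh libraries in CPM. In db/db its value was a log2 fold change of -0.25 (standard error 0.25, adjusted p = 0.595, limma with Benjamini-Hochberg adjustment). A difference in the response of *Lepr* between the models was not shown (adjusted p = 0.173, limma with Benjamini-Hochberg adjustment), which does not make the responses equal.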

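*Adipoq* (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028) was at 18.8 ± 1.58 in db/db and 5.97 ± 1.40 in db/+, a log2 fold change of 1.67 (standard error 0.37, adjusted p = 0.0327, limma with Benjamini-Hochberg adjustment). It was called in 9 of the 14 fits that each left out 1 library. In STZ-HFD it had a log2 fold change of 0.27 (standard error 0.30, adjusted p = 0.693, limma with Benjamini-Hochberg adjustment).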

Additionally, the db/db model demonstrated an increase in the adiponectin-related gene *Adipoq*. This ultimately strengthens our initial hypothesis regarding the role of leptin signaling in mediating diabetic inflammation and degeneration of the IVD.

**Fig. 7.**
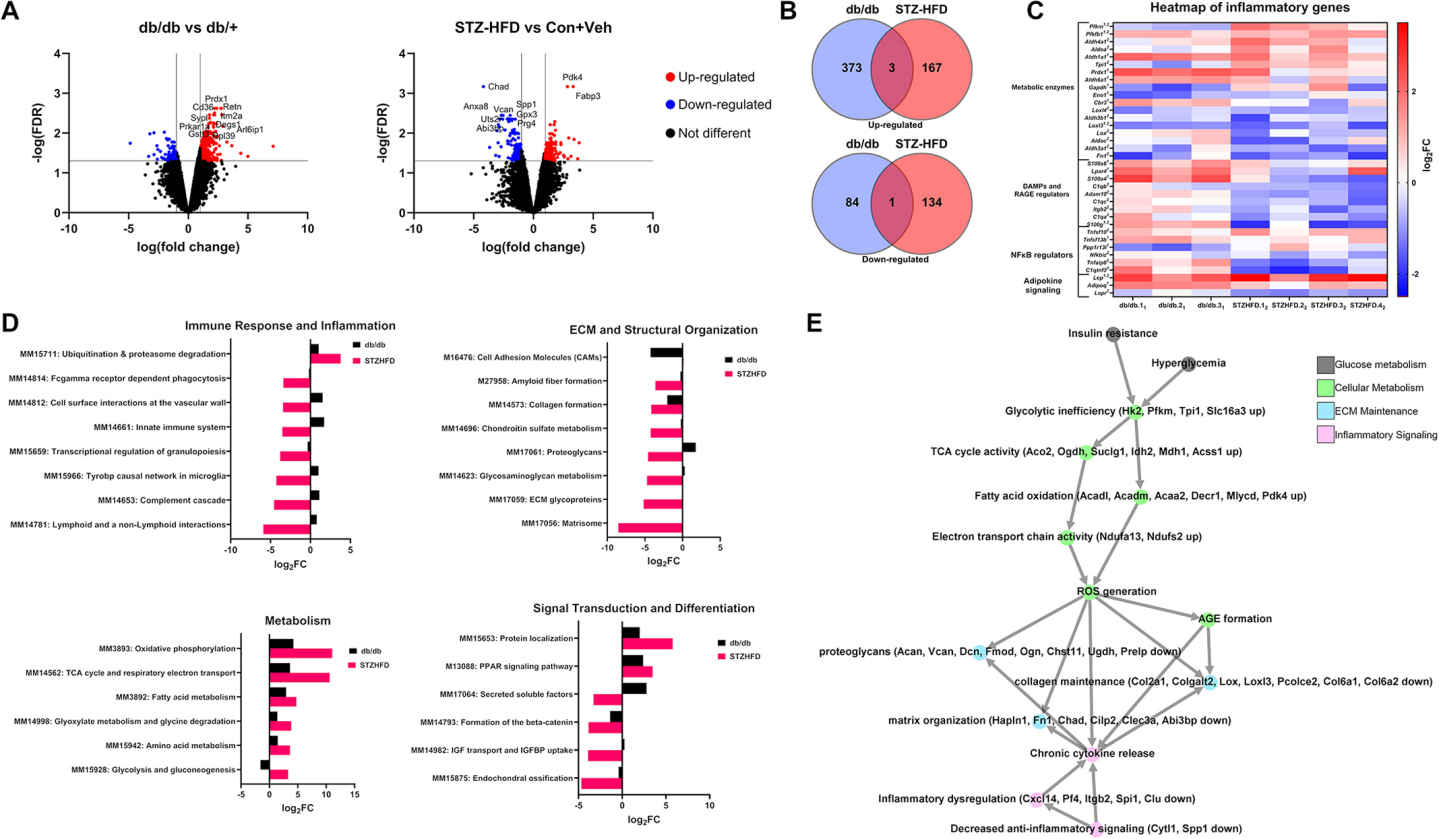
**Enhanced pathway disruption in the STZ-HFD model highlights the complexity of T2D pathophysiology in the IVD.** (A) A volcano plot displaying the significantly upregulated genes. Several of the most upregulated genes to appear in later ontological analyses have been labeled for the STZ-HFD model. FDR, false discovery rate. (B) Venn diagrams comparing upregulated and downregulated genes in the db/db model and the STZ-HFD model. Only three upregulated genes and one downregulated gene were shared between the two models. (C) The STZ-HFD (marked with subscript 2) model exhibits greater transcriptional alterations in T2D-related pathways than db/db (marked with subscript 1) model, particularly in non-enzymatic glycosylation and RAGE signaling. (D) Pathway enrichment analyses for *Mus Musculus* ('MM') genes reveal that immune response and inflammation pathways, including ubiquitination and proteasome degradation, are significantly disrupted in the STZ-HFD model but remain unaltered in the db/db model. Extracellular matrix (ECM) remodeling and structural integrity pathways are more extensively downregulated in the STZ-HFD model than in the db/db model, suggesting greater tissue disruption. Metabolic dysfunction is more pronounced in the STZ-HFD model than in the db/db model, with additional upregulation of pathways involved in amino acid metabolism and gluconeogenesis. Signal transduction and tissue differentiation pathways show significant alterations in the STZ-HFD model, indicating complex changes in cellular communication and development processes. FC, fold change. (E) Based on ontological pathway analysis and significantly upregulated genes, a suggested mechanistic diagram of T2D-induced IVD degeneration in the STZ-HFD mouse has been provided. Groups of processes have been grouped as diabetic symptoms, metabolic changes, immune/inflammatory changes and matrix changes.

Enrichment analysis identified eight pathways in the Molecular Signatures Database (MSigDB) significantly affected in the STZ-HFD model, all of which are crucial for immune response and inflammation. These included the upregulation of ubiquitination and proteasome degradation, and the downregulation of pathways such as Fcgamma receptor-dependent phagocytosis, cell surface interactions at the vascular wall, innate immune system, transcriptional regulation of granulopoiesis, the Tyrobp causal network in microglia, complement cascade and lymphoid/non-lymphoid interactions (Fig. 7D). 

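The pathway sets of the Molecular Signatures Database were not used here. Families of genes written by hand after the pathway names stood in for them and were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 29 families. In STZ-HFD, 26 families passed an adjusted p of 0.05, 10 up and 16 down. Of the 29 families, 27 stand for pathways that the paper reports as changed in STZ-HFD, and 4 for pathways it reports in db/db. The paper found these pathways in the same libraries, so the number of families passing per model gives no independent support. The replicate block and the fit without the 2 libraries whose names share an ending, chosen after seeing the values, gave 26 as well. With the indicator of these 2 libraries as a covariate, also chosen after seeing the values, 19 passed. The correlation estimated from the data in place of 0.01 moved the number most, to 2 families. These were fatty acid oxidation and PPAR targets (adjusted p = 0.0160 and 0.0247, limma's camera with Benjamini-Hochberg adjustment), so no immune or matrix family passed in that fit. Proteasome subunits rose, with a median log2 fold change of 0.25 over 41 genes (adjusted p = 0.00118), by limma's camera with Benjamini-Hochberg adjustment. With the muscle or the adipocyte score as a covariate their medians were -0.13 and -0.046. Neither a rise nor a fall was shown there (adjusted p = 0.167 and 0.993, limma's camera with Benjamini-Hochberg adjustment). The E3 ligase core had a median log2 fold change of 0.10 over 67 genes (adjusted p = 0.0243), by limma's camera with Benjamini-Hochberg adjustment. Fc gamma receptor phagocytosis genes fell in 22 of 23 cases, with a median log2 fold change of -0.64 over 23 genes (adjusted p = 2.58e-06), by limma's camera with Benjamini-Hochberg adjustment. The Tyrobp network of microglia and macrophages had a median log2 fold change of -0.80 over 31 genes (adjusted p = 6.17e-08), by limma's camera with Benjamini-Hochberg adjustment. Complement genes had a median log2 fold change of -0.46 over 20 genes (adjusted p = 9.73e-05), by limma's camera with Benjamini-Hochberg adjustment. Granulopoiesis regulators and genes of adhesion at the vascular wall passed with smaller changes, at medians of -0.33 and -0.23. Leukocyte surface receptors, the stand-in for lymphoid and non-lymphoid interactions, did not pass, with a median log2 fold change of -0.32 over 23 genes (adjusted p = 0.0927), by limma's camera with Benjamini-Hochberg adjustment. Innate immune signaling genes did not pass either, with a median log2 fold change of -0.25 over 40 genes (adjusted p = 0.180), by limma's camera with Benjamini-Hochberg adjustment. Without the low-count filter, the direction given by camera for these genes turned upward. At an adjusted p of 0.970 (limma's camera with Benjamini-Hochberg adjustment) this shows no rise. The median of these genes in that fit was -0.43, below the -0.36 of all genes. Proteasome subunits, the E3 ligase core and granulopoiesis regulators did not pass with the muscle score as a covariate. The E3 ligase core lost its pass in 9 of 18 alternatives and in 3 of the 14 fits that each left out 1 library. Adhesion at the vascular wall lost it in 7 of 18 alternatives and in 2 of these 14 fits.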

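In db/db, 7 of the 29 families passed, 5 up and 2 down. Of the immune families, adhesion at the vascular wall passed in the upward direction, with a median log2 fold change of 0.36 over 32 genes (adjusted p = 0.00112), by limma's camera with Benjamini-Hochberg adjustment. This family did not pass with the adipocyte score as a covariate (adjusted p = 0.366, limma's camera with Benjamini-Hochberg adjustment) or with fry (adjusted p = 0.0567). Complement genes had a median log2 fold change of 0.22 over 20 genes (adjusted p = 0.0515), by limma's camera with Benjamini-Hochberg adjustment. By the same test they passed with the replicate block (adjusted p = 0.0156) and the muscle score (6.71e-05) but not with the adipocyte score (0.618). With fry they did not pass either (adjusted p = 0.491). Leukocyte surface receptors had a median log2 fold change of 0.57 over 23 genes (adjusted p = 0.119), by limma's camera with Benjamini-Hochberg adjustment. Fc gamma receptor phagocytosis, the Tyrobp network, granulopoiesis regulators, innate immune signaling, proteasome subunits and the E3 ligase core had medians from -0.04 to 0.13 and adjusted p from 0.416 to 0.980, by limma's camera with Benjamini-Hochberg adjustment. The difference between the models was not tested for families. With the estimated correlation, 0 families passed in db/db, and the smallest adjusted p was 0.522 by limma's camera with Benjamini-Hochberg adjustment.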

Interestingly, none of these pathways were significantly altered in the db/db model, highlighting a distinct inflammatory and immune regulation in the STZ-HFD model.

Eight MSigDB pathways related to ECM and structural organization were significantly altered between the models. In the db/db model, the pathway associated with cell adhesion molecules was downregulated. Conversely, in the STZ-HFD model, several pathways were downregulated, including amyloid fiber formation, collagen formation, chondroitin sulfate metabolism, proteoglycans, glycosaminoglycan metabolism, ECM glycoproteins and the matrisome (Fig. 7D). This suggests that ECM remodeling and structural integrity are more disrupted under STZ-HFD conditions than under db/db conditions at the transcriptional level.

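The family of cadherins, claudins and other cell adhesion molecules had a median log2 fold change of -0.13 over 38 genes (adjusted p = 0.852) in db/db, by limma's camera with Benjamini-Hochberg adjustment. The direction given by camera turned upward without the low-count filter, with gene totals from transcript counts, with ribosomal RNA genes removed and with the GC content trend removed. With adjusted p from 0.796 to 0.970 in these fits (limma's camera with Benjamini-Hochberg adjustment), no rise is shown. The median of the family was above that of all genes only without the filter (-0.13 against -0.18). In the other fits it was -0.072, -0.068 and -0.13, against -0.038, -0.028 and -0.038 in all genes. Of its genes, 16 rose and 22 fell. In STZ-HFD, where the family passed, it had a median log2 fold change of -0.53 over 38 genes (adjusted p = 0.00618), by limma's camera with Benjamini-Hochberg adjustment, but turned upward relative to all genes without quality weights and without the low-count filter. Across the alternatives the adjusted p in STZ-HFD ran from 6.70e-04 to 0.960, by limma's camera with Benjamini-Hochberg adjustment or with fry.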

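In STZ-HFD, proteoglycan core proteins had a median log2 fold change of -1.0 over 29 genes (adjusted p = 2.23e-11), by limma's camera with Benjamini-Hochberg adjustment, with 26 of 29 genes lower. ECM glycoproteins had a median log2 fold change of -0.52 over 114 genes (adjusted p = 3.34e-12), by limma's camera with Benjamini-Hochberg adjustment. Collagen processing genes had a median log2 fold change of -0.43 over 27 genes (adjusted p = 6.61e-08), by limma's camera with Benjamini-Hochberg adjustment. Chondroitin sulfate and glycosaminoglycan enzymes had a median log2 fold change of -0.37 over 46 genes (adjusted p = 6.57e-04), by limma's camera with Benjamini-Hochberg adjustment. Collagens had a median log2 fold change of -0.38 over 40 genes (adjusted p = 0.00175), by limma's camera with Benjamini-Hochberg adjustment. Without the low-count filter, the direction given by camera for collagens turned upward without passing (adjusted p = 0.960, limma's camera with Benjamini-Hochberg adjustment). Their median in that fit was -0.33, and that of all genes was -0.36. Core histones, the stand-in for amyloid fiber formation, had a median log2 fold change of -0.42 over 20 genes (adjusted p = 0.137), by limma's camera with Benjamini-Hochberg adjustment. Without that filter, the direction given by camera for core histones also turned upward (adjusted p = 0.960, limma's camera with Benjamini-Hochberg adjustment). Their median of -0.37 was not above that of all genes, so no rise is shown. In db/db, collagen processing genes fell too, with a median log2 fold change of -0.38 over 27 genes (adjusted p = 0.00223), by limma's camera with Benjamini-Hochberg adjustment. The same family tests gave a median of 0.35 for proteoglycan core proteins and -0.03 for ECM glycoproteins in db/db. With the muscle or the adipocyte score as a covariate, neither collagens nor chondroitin sulfate and glycosaminoglycan enzymes passed in STZ-HFD.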

The analysis also revealed six MSigDB pathways significantly impacted by metabolic function. Both models showed upregulation in oxidative phosphorylation, tricarboxylic acid (TCA) cycle and respiratory electron transport, and fatty acid metabolism. However, additional pathways were specifically upregulated in the STZ-HFD model, including glyoxylate metabolism and glycine degradation, amino acid metabolism, and glycolysis and gluconeogenesis (Fig. 7D). This indicates a greater depth to the metabolic dysfunction in the STZ-HFD model relative to that in the db/db model.

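Oxidative phosphorylation subunits rose in STZ-HFD, with a median log2 fold change of 0.80 over 82 genes (adjusted p = 2.33e-24), by limma's camera with Benjamini-Hochberg adjustment. In db/db they had a median log2 fold change of 0.27 over 82 genes (adjusted p = 0.00777), by limma's camera with Benjamini-Hochberg adjustment. With the adipocyte score as a covariate their median in db/db was -0.16, with no rise or fall shown (adjusted p = 0.80, limma's camera with Benjamini-Hochberg adjustment). TCA cycle genes rose in 25 of 25 cases in STZ-HFD, with a median log2 fold change of 0.87 over 25 genes (adjusted p = 1.29e-16), by limma's camera with Benjamini-Hochberg adjustment. In db/db the TCA cycle did not pass, with a median log2 fold change of 0.07 over 25 genes (adjusted p = 0.416), by limma's camera with Benjamini-Hochberg adjustment. With the adipocyte score as a covariate its median was -0.18, also without passing (adjusted p = 0.53, limma's camera with Benjamini-Hochberg adjustment). Fatty acid oxidation genes rose in 26 of 26 cases in STZ-HFD, with a median log2 fold change of 0.87 over 26 genes (adjusted p = 1.63e-19), by limma's camera with Benjamini-Hochberg adjustment. In db/db they rose in 18 of 26 cases without passing, with a median log2 fold change of 0.15 over 26 genes (adjusted p = 0.0570), by limma's camera with Benjamini-Hochberg adjustment.

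**Figure D2:**
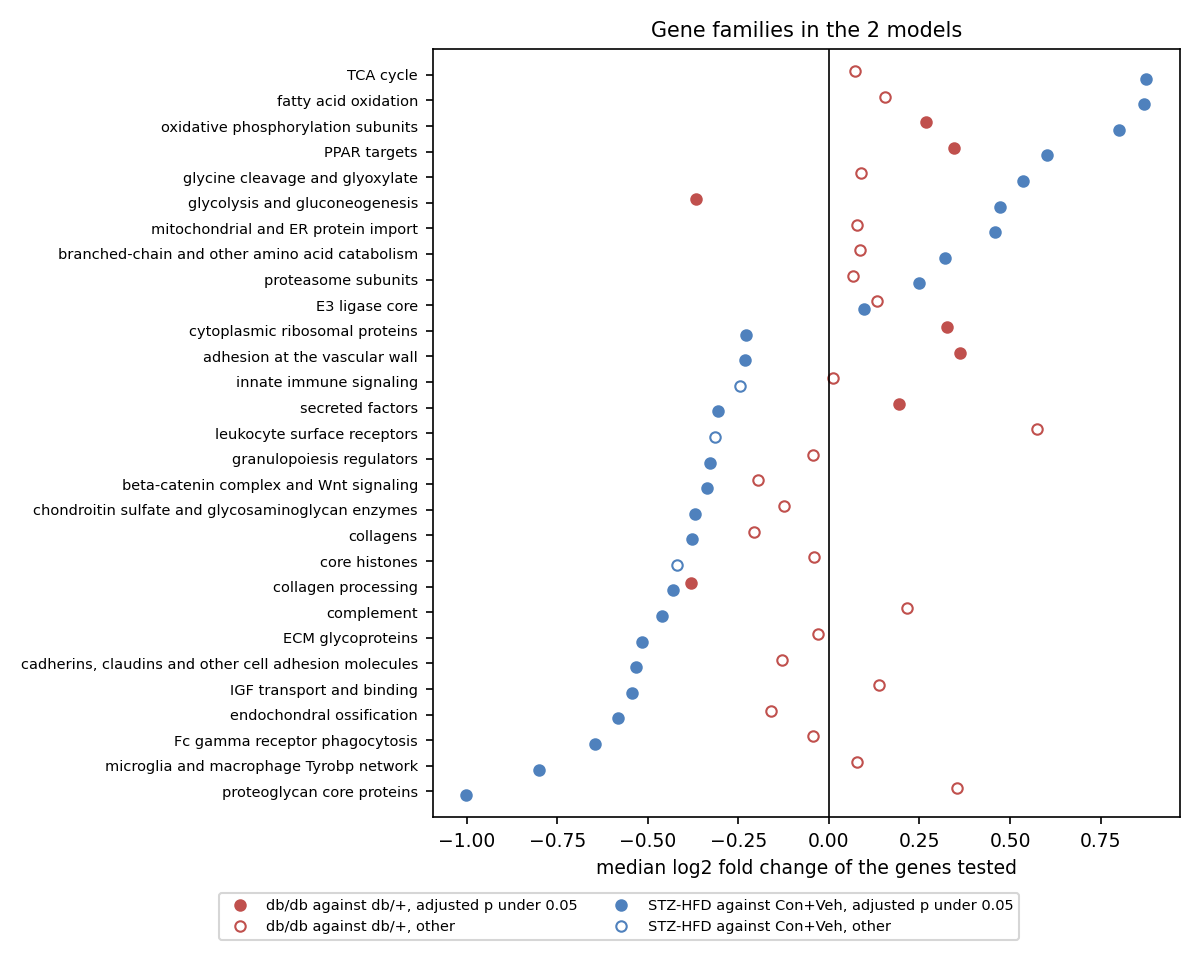
Median log2 fold change (x axis) of the genes of each of the 29 families (y axis) in db/db against db/+ (red) and STZ-HFD against Con+Veh (blue), with filled points for an adjusted p under 0.05. The families lie from -1.0 to 0.87 in STZ-HFD and from -0.38 to 0.57 in db/db. Without the low-count filter, the direction given by camera turns upward for collagens, core histones, cell adhesion molecules and innate immune signaling in STZ-HFD. It also does so for cell adhesion molecules in db/db. None of these passes in that fit, with adjusted p from 0.796 to 0.970 (limma's camera with Benjamini-Hochberg adjustment).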

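In STZ-HFD, the family of glycine cleavage and glyoxylate metabolism had a median log2 fold change of 0.54 over 13 genes (adjusted p = 1.40e-04), by limma's camera with Benjamini-Hochberg adjustment. Branched-chain and other amino acid catabolism had a median log2 fold change of 0.32 over 30 genes (adjusted p = 9.28e-04), by limma's camera with Benjamini-Hochberg adjustment. Glycolysis and gluconeogenesis genes had a median log2 fold change of 0.47 over 28 genes (adjusted p = 1.66e-04), by limma's camera with Benjamini-Hochberg adjustment. In db/db, glycolysis and gluconeogenesis genes fell, with a median log2 fold change of -0.37 over 28 genes (adjusted p = 0.0410), by limma's camera with Benjamini-Hochberg adjustment, and the other 2 families had medians of 0.09 and 0.08 without passing. None of the 3 families passed in STZ-HFD with the muscle score as a covariate, and amino acid catabolism did not pass with the adipocyte score. With the estimated correlation, none of the 3 passed in STZ-HFD. Oxidative phosphorylation and the TCA cycle did not pass there either (adjusted p = 0.146 and 0.118, limma's camera with Benjamini-Hochberg adjustment). Across the alternatives, the adjusted p in STZ-HFD ran from 7.49e-05 to 0.243 for glycine and glyoxylate, from 1.90e-07 to 0.387 for amino acid catabolism and from 2.52e-08 to 0.824 for glycolysis, by limma's camera with Benjamini-Hochberg adjustment or with fry. In db/db, glycolysis did not pass with the muscle score or with the replicate block (adjusted p = 0.922 and 0.151, limma's camera with Benjamini-Hochberg adjustment). It lost its pass in 7 of 18 alternatives. Its adjusted p ran from 0.0135 to 0.987 across the alternatives, by limma's camera with Benjamini-Hochberg adjustment or with fry.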

Finally, six MSigDB pathways were identified as being significantly involved in signal transduction and tissue differentiation. 

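PPAR target genes rose in STZ-HFD, with a median log2 fold change of 0.60 over 42 genes (adjusted p = 2.16e-10), by limma's camera with Benjamini-Hochberg adjustment. Mitochondrial and ER protein import genes, the stand-in for protein localization, had a median log2 fold change of 0.46 over 47 genes (adjusted p = 3.56e-05), by limma's camera with Benjamini-Hochberg adjustment. Endochondral ossification genes fell, with a median log2 fold change of -0.58 over 58 genes (adjusted p = 8.30e-11), by limma's camera with Benjamini-Hochberg adjustment. Genes of IGF transport and binding had a median log2 fold change of -0.54 over 38 genes (adjusted p = 1.22e-07), by limma's camera with Benjamini-Hochberg adjustment. The beta-catenin complex and Wnt signaling had a median log2 fold change of -0.34 over 30 genes (adjusted p = 5.58e-04), by limma's camera with Benjamini-Hochberg adjustment. Secreted factors had a median log2 fold change of -0.31 over 103 genes (adjusted p = 0.00278), by limma's camera with Benjamini-Hochberg adjustment. In db/db, PPAR targets rose as well, with a median log2 fold change of 0.35 over 42 genes (adjusted p = 0.00163), by limma's camera with Benjamini-Hochberg adjustment. Secreted factors rose in db/db, with a median log2 fold change of 0.19 over 103 genes (adjusted p = 0.0292), by limma's camera with Benjamini-Hochberg adjustment. With the muscle score as a covariate, neither protein import in STZ-HFD nor secreted factors in db/db passed. With the adipocyte score, neither PPAR targets nor secreted factors passed in db/db (adjusted p = 0.366 each, limma's camera with Benjamini-Hochberg adjustment). PPAR targets in db/db did not pass with fry either (adjusted p = 0.0567).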

In the STZ-HFD model, pathways related to protein localization and PPAR signaling were upregulated, whereas pathways involved in secreted factors, the formation of beta-catenin complexes, IGF transport and IGFBP uptake, and endochondral ossification were downregulated (Fig. 7D). These findings suggest alterations in signaling mechanisms and tissue differentiation processes that are more pronounced in the STZ-HFD model than in the db/db model. Overall, the STZ-HFD model exhibited more extensive and varied disruptions across multiple canonical biological pathways, as well as T2D-related genes and processes, including those involved in glycosylation, immune response, ECM structure, metabolism and signal transduction, indicating its greater utility in studying complex metabolic and inflammatory disorders compared to the db/db model.

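The difference between the responses of the models, tested in the same limma fit, passed the thresholds for 299 genes, 138 with a higher log2 fold change in db/db and 161 with a higher one in STZ-HFD. An unadjusted p under 0.05 was reached by 2926 genes. With the replicate number as a block, 1173 genes passed, and without quality weights 3 genes passed. Without the 2 libraries whose names share an ending 114 passed, and with their indicator as a covariate 569, both chosen after seeing the values. Of the 110 genes named by the rule that were tested, 31 had a different response. Cohort and treatment cannot be told apart in this comparison. From the wider range of affected pathways and genes in STZ-HFD than in db/db discs, the paper reasons that the STZ-HFD model is of greater use for studying complex metabolic and inflammatory disorders.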

## DISCUSSION

This study offers detailed comparative analyses of chronic inflammatory profiles and IVD degeneration in murine T2D models, specifically contrasting the db/db and STZ-HFD mouse models. Our key findings indicate that although both models exhibit hallmark systemic diabetic phenotypes (Cefalu, 2006; Dalgaard and Pedersen, 2001; Lin and Sun, 2010), the STZ-HFD model demonstrates more pronounced IVD degeneration, greater matrix disruption and broader transcriptional dysregulation of inflammatory pathways. This suggests that the STZ-HFD model is a more physiologically relevant model than the db/db model for studying T2D-associated musculoskeletal complications due to inflammation (Gilbert et al., 2011; Stott and Marino, 2020). By integrating mechanical testing, histology, transcriptomics and cytokine profiling, our study directly addresses the open questions identified in the Introduction regarding how T2D alters inflammatory signaling, disc structure and mechanical function. These findings support our hypothesis that the STZ-HFD model better recapitulates the inflammatory and degenerative features of T2D within the IVD than the db/db model, providing a foundational platform for future mechanistic investigations and therapeutic testing.

In this study, we induced a consistent T2D phenotype in C57BL/6 mice using HFD and a single dose of 100 mg/kg STZ, causing pronounced chronic hyperglycemia, insulin resistance and obesity. This phenotype has been extensively characterized in prior studies, including by Eckhardt et al. (2020), who used the identical diet and STZ regimen and reported hallmark T2D features such as elevated fasting blood glucose (FBG), increased HbA1c, and substantial adiposity without the significant β-cell loss characteristic of type 1 diabetes (T1D). Similarly, Gao et al. (2024) demonstrated that this regimen induces hyperglycemia, insulin resistance, hyperinsulinemia and elevated HbA1c, aligning with a metabolic profile consistent with T2D. Additional studies (Barrière et al., 2018; Luo et al., 1998; Mazzocco et al., 2025; Racine et al., 2024; Yin et al., 2020) using comparable STZ-HFD protocols have confirmed similar outcomes, underscoring the reproducibility and translational potential of this model. In our own validation, we performed an insulin tolerance test (Fig. S2), showing that STZ-HFD animals exhibited poor glucose clearance in response to exogenous insulin, a key feature of insulin resistance. Notably, this profile differs from that of T1D models, in which insulin deficiency leads to dramatic glucose reductions following insulin administration. Taken together, the metabolic profile observed in our study strongly supports the conclusion that the STZ-HFD model used here recapitulates the physiological characteristics of T2D and is therefore an appropriate model for investigating T2D-related IVD pathology.

In terms of IVD degeneration, our study demonstrates that histopathologically STZ-HFD mice exhibit significantly greater IVD degeneration than controls, indicating a notable degenerative phenotype. Assessment of structural integrity, mechanical behavior and biochemical composition did not reveal further significant differences, however. In contrast, db/db mice, despite severe obesity, insulin resistance and chronic hyperglycemia, show milder IVD degeneration than that exhibited by littermate controls. This observation aligns with existing literature that reports that moderate IVD degeneration in db/db mice is influenced by variables such as sex and specific metabolic disruptions (Li et al., 2020; Lintz et al., 2022; Natelson et al., 2020).

To distinguish the inflammatory mechanisms relevant to T2D-induced IVD degeneration, our findings demonstrate that the STZ-HFD model exhibits a broader and more diversified cytokine profile within the IVD than that exhibited by the db/db model. Specifically, STZ-HFD mice showed significant upregulation of 16 cytokines, including those involved in monocyte and macrophage recruitment (e.g. CCL2, CCL3, CXCL2), T-cell activation (e.g. IL-2, CXCL9) and broader immune modulation (e.g. CCL4, CCL5, IL-6, IL-16, CSF3). These cytokines mirror inflammatory mediators frequently elevated in human T2D patients, supporting this model's utility in investigating immune-mediated tissue degeneration linked to metabolic dysfunction (Alshammary et al., 2023; Chang et al., 2021; Inayat et al., 2019; Keophiphath et al., 2010; Mir et al., 2024; Pan et al., 2021; Pettigrew et al., 2010). In contrast, the db/db model produced a more limited cytokine expression profile, shaped in part by the absence of leptin signaling, which modulates both innate and adaptive immune responses (Francisco et al., 2018). Although the db/db model remains informative for studying hyperglycemia and leptin-deficiency-related disc changes, its restricted inflammatory activation underscores its limitations in modeling the broad cytokine dysregulation observed in most human T2D cases. By comparing these models, we were able to address specific questions regarding the contribution of intact leptin signaling to IVD inflammation and identify cytokines that may play mechanistic roles in disc degeneration under conditions of metabolic dysfunction.

Cytokine network analysis revealed distinct patterns of cytokine interactions in the STZ-HFD IVD, highlighting differences in regulatory dynamics and pathway activation from those in the db/db model. The STZ-HFD network demonstrated greater modularity and longer average path length, indicating compartmentalized signaling across multiple, distinct inflammatory circuits. This potentially reflects the multifactorial nature of T2D pathophysiology, which includes contributions from obesity, insulin resistance and metabolic inflammation (Francisco et al., 2018; Pan et al., 2021; Rebuffat et al., 2018; Segar et al., 2019; Sharma, 2018). Central cytokines in this model included CXCL2, IL-6, IL-16, CCL11 and CSF3, several of which are known mediators of monocyte recruitment and chronic inflammation in diabetic complications, suggesting their possible involvement in IVD degeneration and potential as therapeutic targets. In comparison, the db/db model exhibited a distinct inflammatory signature, with central cytokines such as CSF3, CXCL5, CXCL9, CXCL10, IL-4 and IL-11. This divergence may reflect the impact of leptin receptor deficiency on immune regulation, as leptin is known to influence both pro- and anti-inflammatory cytokine expression and immune cell activation (Francisco et al., 2018). These findings suggest that although both models exhibit cytokine-driven inflammation, the signaling architecture differs substantially, with db/db mice exhibiting a profile consistent with impaired leptin-mediated immune modulation.

The RNA-seq data reveal significant transcriptional alterations in pathways related to RAGE-driven inflammation within the IVD in the STZ-HFD model. This model showed an increase in phosphofructokinases (*Pfkm*, *Pfkfb1*) and a triosephosphate isomerase (*Tpi1*), which ultimately promote the accumulation of glycolytic intermediates that readily form AGE precursors such as methylglyoxal (Gonzalez et al., 1980; Hamada et al., 1996; Hellman, 1970; Twarda-Clapa et al., 2022), which may subsequently enrich AGE formation long term. 

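*Pfkm* (ENSMUSG00000033065, chromosome 15 from 98092589 to 98132451) rose in STZ-HFD from 113 ± 26.3 to 262 ± 132, a log2 fold change of 1.55 (standard error 0.28, adjusted p = 0.00969, limma with Benjamini-Hochberg adjustment). STZ-HFD replicate 1 was at 110 CPM, within the Con+Veh range of 79.6 to 143. This library also had the lowest skeletal muscle marker score of its group (8.28, others 9.88 to 10.06). *Pfkfb1* (ENSMUSG00000025271, chromosome X from 150588229 to 150643878) had a log2 fold change of 1.41 (standard error 0.33, adjusted p = 0.0293, limma with Benjamini-Hochberg adjustment). *Tpi1* (ENSMUSG00000023456, chromosome 6 from 124810586 to 124814296), which has annotated pseudogenes that can share reads, was not called, with a log2 fold change of 1.01 (standard error 0.29, adjusted p = 0.0675, limma with Benjamini-Hochberg adjustment). In db/db, *Pfkm* and *Pfkfb1* had log2 fold changes of -0.74 and 0.82 and were not called, at adjusted p = 0.202 and 0.237 (limma with Benjamini-Hochberg adjustment).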

Additionally, changes in DAMP production and regulators of RAGE signaling indicate a shift in favoring sugar-derived AGEs in the STZ-HFD model. Specifically, the STZ-HFD IVD markedly downregulates several DAMPs, which are alternative ligands for RAGE, likely in an attempt to reduce binding competition with the AGEs (Chavakis et al., 2003; Hofmann et al., 1999). In parallel with this, the downregulation of *Itgb2* dampens non-AGE-RAGE binding, and the suppression of *Adam10* increases retention of membrane-bound RAGE (Chavakis et al., 2003; Lee et al., 2015). 

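*Adam10* (ENSMUSG00000054693, chromosome 9 from 70678997 to 70780229), which encodes the protease that releases membrane-bound RAGE, fell in STZ-HFD from 101 ± 21.1 to 47.5 ± 12.0, a log2 fold change of -1.13 (standard error 0.19, adjusted p = 0.00659, limma with Benjamini-Hochberg adjustment). The integrin gene *Itgb2* (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565708) was not called, with a log2 fold change of -1.46 (standard error 0.44, adjusted p = 0.0803, limma with Benjamini-Hochberg adjustment). The gene of RAGE itself, *Ager* (ENSMUSG00000015452, chromosome 17 from 34597862 to 34600936), had 36 to 139 counts in the 14 libraries. Its log2 fold change in STZ-HFD was 0.45 (standard error 0.38, adjusted p = 0.592, limma with Benjamini-Hochberg adjustment), within the replicate error.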

Directly downstream of RAGE is the broad inflammatory transcription factor NF-κB. In the STZ-HFD IVD, elevation of *Tnfsf6* and decrease in *Tnfaip6* point towards an increase in NF-κB activation, in alignment with our hypothesis that RAGE and its downstream targets play a role in promoting inflammation (Hayden and Ghosh, 2014; Lai et al., 2013). These findings suggest molecular reprogramming within the diabetic IVD that favors AGE-RAGE signaling over DAMP-mediated pathways, possibly tipping the balance toward sustained NF-κB activation and inflammation. 

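*Tnfsf6* is an older symbol of *Fasl* (ENSMUSG00000000817, chromosome 1 from 161780689 to 161788495), whose counts were 0 to 14 in the libraries, too few for it to be tested. STZ-HFD replicate 1 had 14 counts. *Tnfaip6* (ENSMUSG00000053475, chromosome 2 from 52038009 to 52056686) was at 1.26 ± 0.453 in STZ-HFD and 2.57 ± 0.213 in Con+Veh, a log2 fold change of -1.14 (standard error 0.52, adjusted p = 0.262, limma with Benjamini-Hochberg adjustment), and was not called.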

Our analysis of secreted chemokines corroborates this finding, as many of the chemokines are downstream of NF-κB.

As observed in the literature, genetic deletion of RAGE in murine models significantly attenuates IVD degeneration by preserving collagen structure, reducing AGE accumulation, and lowering expression of pro-inflammatory mediators and matrix-degrading enzymes, indicating that RAGE signaling directly mediates AGE-induced structural and inflammatory damage within the disc (Hoy et al., 2020; Walk et al., 2024 preprint). Similarly, inhibition of NF-κB activity in rodent IVDs protects against age-related and mechanically induced disc degeneration by reducing cytokine and MMP expression, maintaining ECM integrity and improving histological disc scores (Burt et al., 2024; Glaeser et al., 2020; Li et al., 2023; Nasto et al., 2012; Orita et al., 2013).

Canonical pathway analysis further emphasizes the distinct biological functions altered in these T2D models. In the STZ-HFD model, the significant upregulation of ubiquitination and proteasome degradation pathways, coupled with the downregulation of immune-related pathways within the IVD, indicate a stress response aimed at managing protein damage, reflecting the chronic inflammatory state associated with metabolic diseases such as T2D (Garcia-Martinez et al., 2015). The downregulation of ECM and structural organization pathways, including collagen formation and ECM glycoproteins, hints at impairment of tissue remodeling and fibrosis within the IVD, aligning with the structural changes observed in the histopathological analysis of the STZ-HFD IVD. In contrast, metabolic pathways such as oxidative phosphorylation and fatty acid metabolism were upregulated in both models, reflecting increased metabolic demands. However, the STZ-HFD model showed additional upregulation in pathways such as glyoxylate metabolism and glycolysis/gluconeogenesis, indicating more extensive metabolic reprogramming within the IVD, further illustrating the model's ability to capture the systemic nature of T2D-related complications (Joshi et al., 2020; Dhawan et al., 2022).

The Gene Ontology (GO) analysis identified the most significantly changed genes in these pathways, and constructed a mechanistic diagram in an attempt to understand the potential molecular relationships behind T2D-induced IVD degeneration in the STZ-HFD model (Fig. 7E). It is likely that the combination of insulin resistance and hyperglycemia leads to abnormal intracellular glucose concentrations, which in turn leads to glycolytic inefficiency. This is evidenced by the upregulation of *Hk2*, *Pfkm*, *Tpi1* and *Slc16a3* (all related to progressing glycolysis). This inefficiency has two parallel effects in IVD cells. 

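*Hk2* (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454), the gene of the second hexokinase, rose in STZ-HFD from 19.5 ± 5.68 to 41.2 ± 14.9, a log2 fold change of 1.29 (standard error 0.24, adjusted p = 0.00969, limma with Benjamini-Hochberg adjustment). The lactate transporter gene *Slc16a3* (ENSMUSG00000025161, chromosome 11 from 120948480 to 120960868) rose from 14.4 ± 2.9 to 29.1 ± 8.28, a log2 fold change of 1.11 (standard error 0.29, adjusted p = 0.0443, limma with Benjamini-Hochberg adjustment). Of the 14 fits that each left out 1 library, 11 called *Hk2* and 6 called *Slc16a3*.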

First, TCA cycle activity, marked by increases in *Aco2*, *Ogdh*, *Suclg1*, *Idh2*, *Mdh1* and *Acss1*, compensate for disrupted cellular energetics. 

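In STZ-HFD, *Mdh1* (ENSMUSG00000020321, chromosome 11 from 21556787 to 21572367) rose, with a log2 fold change of 1.50 (standard error 0.33, adjusted p = 0.0209, limma with Benjamini-Hochberg adjustment). *Ogdh* had a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.0154, limma with Benjamini-Hochberg adjustment). *Idh2* and *Acss1* had log2 fold changes of 1.12 and 1.12. *Suclg1* (0.998) stayed under 1 on the log2 scale.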

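In STZ-HFD, the complex I gene *Ndufa13* (ENSMUSG00000036199, chromosome 8 from 69894180 to 69902558) rose from 55.5 ± 25.8 in Con+Veh to 116 ± 31.2, a log2 fold change of 1.27 (standard error 0.29, adjusted p = 0.0231, limma with Benjamini-Hochberg adjustment).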

Downstream, this produces more NADH in the mitochondria, which pass through the electron transport chain down the proton gradient, marked by increases in *Ndufa13* and *Ndufs2*. 

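*Pdk4* (ENSMUSG00000019577, chromosome 6 from 5483351 to 5496309), which encodes a kinase that inhibits pyruvate dehydrogenase, rose in STZ-HFD from 16.1 ± 4.86 to 116 ± 38, a log2 fold change of 2.80 (standard error 0.28, adjusted p = 7.43e-05, limma with Benjamini-Hochberg adjustment). It was called in all 14 fits that each left out 1 library, from 2.61 to 3.14 on the log2 scale. *Acadl* (ENSMUSG00000026003, chromosome 1 from 66830839 to 66863277) had a log2 fold change of 1.83 (standard error 0.31, adjusted p = 0.00659, limma with Benjamini-Hochberg adjustment). *Decr1* had a log2 fold change of 1.55 (standard error 0.25, adjusted p = 0.00458, limma with Benjamini-Hochberg adjustment). *Mlycd*, *Acaa2* and *Acadm* had log2 fold changes of 1.51, 1.45 and 1.16, with adjusted p = 0.0134, 0.00763 and 0.0139 (limma with Benjamini-Hochberg adjustment).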

Second, in parallel to these processes, fatty acids are shunted into β-oxidation, evidenced by increases in *Acadl*, *Acadm*, *Acaa2*, *Decr1*, *Mlycd* and *Pdk4*. Both of these metabolic processes result in excess reactive oxygen species being generated, enhancing the kinetics of AGE formation. 

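*Cytl1* (ENSMUSG00000062329, chromosome 5 from 37735519 to 37739820) fell in STZ-HFD from 214 ± 155 to 31.5 ± 12.5, a log2 fold change of -2.92 (standard error 0.39, adjusted p = 0.00104, limma with Benjamini-Hochberg adjustment). *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050), the gene of osteopontin, had a log2 fold change of -2.25 (standard error 0.29, adjusted p = 8.92e-04, limma with Benjamini-Hochberg adjustment). Of the cytokine regulators, *Clu*, *Spi1*, *Pf4* and *Cxcl14* were called, with log2 fold changes of -2.25, -1.65, -1.56 and -1.03 and adjusted p = 0.00516, 0.0480, 0.0432 and 0.0209 (limma with Benjamini-Hochberg adjustment).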

In parallel to metabolic changes, we observed a decrease in anti-inflammatory genes (*Cytl1* and *Spp1*) and cytokine regulators (*Cxcl14*, *Pf4*, *Itgb2*, *Spi1* and *Clu*). This is corroborated by the enhanced cytokine release observed in the secretome of the STZ-HFD IVDs. Changes in both the metabolic and inflammatory regimes in these cells converge to disrupt the vital processes for maintaining a healthy IVD matrix. 

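*Acan* (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099), the gene of the proteoglycan aggrecan, fell in STZ-HFD from 1344 ± 289 to 518 ± 262, a log2 fold change of -1.59 (standard error 0.32, adjusted p = 0.0154, limma with Benjamini-Hochberg adjustment). *Col2a1* (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) fell from 463 ± 392 to 137 ± 36.8, a log2 fold change of -1.84 (standard error 0.37, adjusted p = 0.0162, limma with Benjamini-Hochberg adjustment). *Hapln1* had a log2 fold change of -1.68 (standard error 0.33, adjusted p = 0.0130, limma with Benjamini-Hochberg adjustment). *Vcan* had the largest decrease of the proteoglycan production genes, with a log2 fold change of -2.76 (standard error 0.30, adjusted p = 1.63e-04, limma with Benjamini-Hochberg adjustment). The 8 proteoglycan production genes, *Acan*, *Vcan*, *Dcn*, *Fmod*, *Ogn*, *Chst11*, *Ugdh* and *Prelp*, were all called, with log2 fold changes from -2.76 to -1.16. *Ogn* was called in the other direction in db/db, with a log2 fold change of 1.61 (standard error 0.26, adjusted p = 0.0125, limma with Benjamini-Hochberg adjustment). The 7 collagen maintenance genes, *Col2a1*, *Colgalt2*, *Lox*, *Loxl3*, *Pcolce2*, *Col6a1* and *Col6a2*, were also called, from -1.84 to -1.18 on the log2 scale. Of the 6 matrix organization genes, *Hapln1*, *Fn1*, *Chad*, *Cilp2*, *Clec3a* and *Abi3bp*, all were called, with log2 fold changes of -4.26 to -1.62. Over the 46 genes of Fig. 7E, all changed in the drawn direction, 44 had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment and 42 were called. The paper chose these genes from the same libraries, so these numbers give no independent support. DESeq2 called 29 of the 46 and edgeR's quasi-likelihood test 7.

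**Figure D3:**
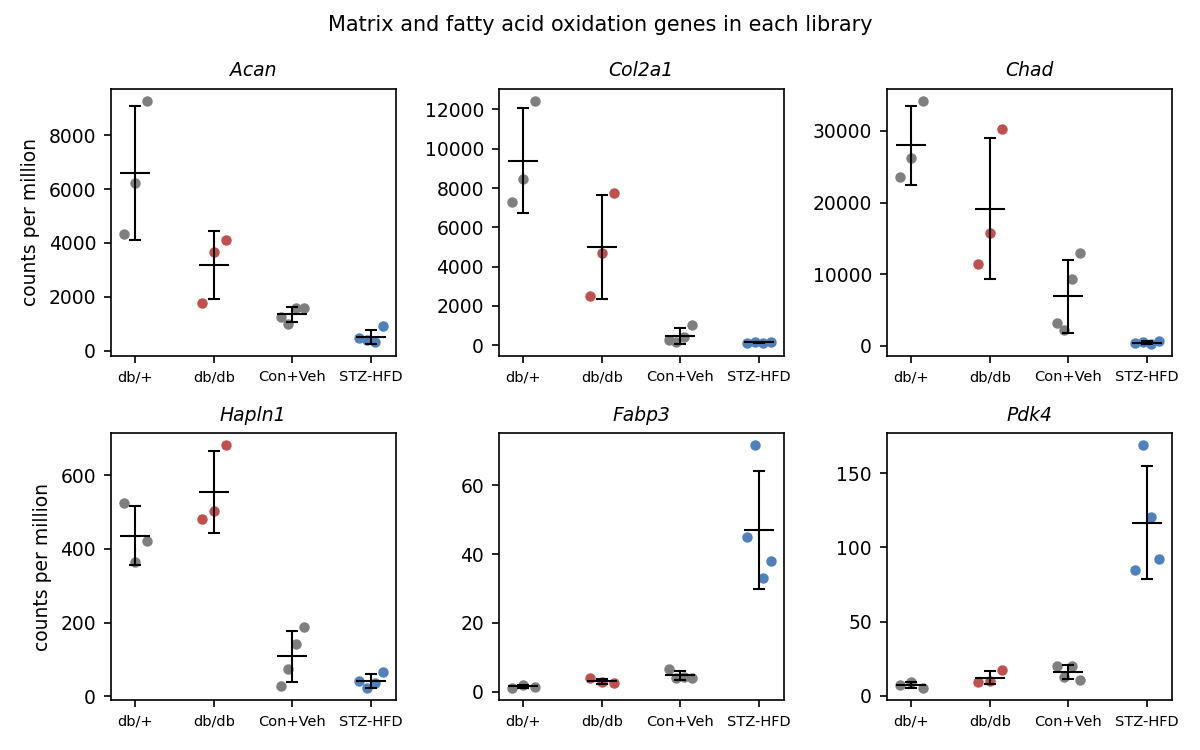
CPM (y axis) of *Acan*, *Col2a1*, *Chad*, *Hapln1*, *Fabp3* and *Pdk4* in each library (points) of db/+, db/db, Con+Veh and STZ-HFD (x axis), with the mean and SD of each group in black. The Con+Veh mean of *Acan* is 1344 and the STZ-HFD mean 518.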

Primarily, there were decreases in genes related to proteoglycan production (*Acan*, *Vcan*, *Dcn*, *Fmod*, *Ogn*, *Chst11*, *Ugdh*, *Prelp*), collagen maintenance (*Col2a1*, *Colgalt2*, *Lox*, *Loxl3*, *Pcolce2*, *Col6a1*, *Col6a2*) and matrix organization (*Hapln1*, *Fn1*, *Chad*, *Cilp2*, *Clec3a*, *Abi3bp*).

Despite these significant findings, this study has several limitations. First and foremost, this study exclusively evaluates diabetes in male mice owing to limitations of the STZ-HFD model. Although many symptoms and mechanisms of diabetes are shared between males and females (in mice as well as in humans), there are important sex-specific effects still to be studied. Namely, women with diabetes experience disproportionately higher risks of complications such as cerebral microvascular disease leading to cognitive decline, greater incidence of coronary heart disease and heightened vascular dysfunction, particularly post-menopause (Kautzky-Willer et al., 2023; Peters et al., 2014; Thomas et al., 2022). These distinctions suggest that hormonal regulation and immune-metabolic interactions in females may critically influence diabetes pathology and should be explored in future studies on female mice by using a higher dose of STZ or ovariectomized mice to more consistently induce diabetes. Secondarily, the selection of cytokines examined was relatively small, potentially missing other important inflammatory mediators involved in IVD degeneration. Additionally, the mechanistic link between inflammation and degeneration remains unclear and warrants further investigation. Although the STZ-HFD model provides a comprehensive inflammatory profile, the specific pathways driving the observed IVD degeneration need to be elucidated through future studies to appropriately identify therapeutic targets. Finally, the db/+, db/db and Con+Veh groups in this study may be underpowered owing to small sample size, and thus this study most thoroughly characterizes the STZ-HFD model in the metabolic and disc-specific assays. Future directions for research based on our findings include expanding the panel of cytokines and other inflammatory mediators examined in the STZ-HFD model to gain a more complete understanding of the inflammatory landscape in T2D. Investigating the specific molecular and cellular mechanisms linking inflammation to IVD degeneration will be crucial to furthering future therapeutic approaches. Finally, exploring therapeutic interventions targeting the identified cytokine pathways could provide insights into potential treatments for T2D-related IVD degeneration. Although the STZ-HFD model showed downregulation of ECM-related pathways at the mRNA level, compensatory translational mechanisms may prevent a corresponding reduction in ECM proteins, and the modest changes in NF-κB signaling underscore the limitations of transcriptomic data alone (Mobeen et al., 2022; Wang et al., 2020). Consequently, integrating protein measurements with transcriptomic analyses is essential for fully understanding the molecular processes of the T2D IVD.

Our findings establish that the STZ-HFD model recapitulates the clinical definitions for T2D diabetes, and the inflammatory profiles of STZ-HFD IVDs may be suitable for evaluating T2D-related mechanisms in IVD degeneration. The extensive cytokine upregulation and significant degenerative phenotype observed in this model provide a framework for T2D-associated pathologies. The db/db model, while still relevant, exhibits a more stunted cytokine profile and limited IVD degeneration. These insights enhance our understanding of T2D-induced IVD degeneration and identify key cytokine pathways for therapeutic development, emphasizing the need to address these pathways holistically for effective intervention.

## MATERIALS AND METHODS

### Animals

We used skeletally mature (12-week-old) male C57BL/6 mice (*N*=20) for their established susceptibility to T2D when exposed to a HFD and treated with STZ. Previous findings have indicated that this strain, particularly males, exhibits rapid obesity development under HFD and pronounced insulin resistance following STZ administration (Luo et al., 1998; Mu et al., 2006, 2009). As a result of estrogen-mediated mechanisms of protection, female STZ-HFD mice are resistant to developing T2D and were thus excluded from this study (Medrikova et al., 2012; Pettersson et al., 2012; Stubbins et al., 2012). To contrast the STZ-HFD model's pathology with that of a well-characterized model of chronic T2D, parallel cohorts of 3-month-old homozygous (db/db) male Lepr^db^ mutant mice and heterozygous (db/+) littermate controls (*n*_db/db_=9, *n*_db/+_=9) were included, because at this timepoint they have endured a similar duration of T2D symptoms as the STZ-HFD mice. All mice were group housed (maximum of five mice per cage) under pathogen-free conditions in standard cages; the environment was controlled with a stable temperature and a 12-h light/dark cycle, with *ad libitum* access to food and water. All procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Washington University in St. Louis. Regular health and welfare assessments were conducted, including general monitoring of weight, food supply and behavior.

### Study design

The study was organized into two phases (Fig. 1B). During the lead-in phase (phase 1), mice were maintained on an HFD for 4-6 weeks, after which they received a one-time dose of STZ. Following injection, mice remained on HFD for an additional 12 weeks during the experimental phase (phase 2). The STZ-HFD group (*n*=13) was given a HFD (Research Diets, Inc., D12492i, 60% kcal from fat) for the duration of the study, with the Con+Veh group (*n*=7) receiving standard mouse chow (5053 PicoLab^®^ Rodent Diet 20, 13% kcal from fat). At the end of the initial phase, baseline measurements of body weight and fasting blood glucose were collected. Following the first phase, STZ-HFD mice were injected intraperitoneally with 100 mg/kg STZ (MilliporeSigma) in 50 mM sodium citrate buffer (pH 4.5), with Con+Veh animals receiving the sodium citrate buffer only. The two experimental groups received their respective diets for 12 weeks following the injection (experimental phase), and animals were assessed for diabetic status via glucose tolerance. Finally, animals were euthanized, and sterile coccygeal functional spine units (FSUs) including IVDs were harvested from each animal for terminal measurements. For each animal, FSUs were taken from the CC7/8-CC11/12 levels of the tail. Animals were then split between having all IVDs dedicated to RNA-seq or to organ culture, mechanical testing and histology. For animals designated for RNA-seq (*n*_db/+_=3, *n*_db/db_=3, *n*_Con+Veh_=4, *n*_STZ-HFD_=4), the five isolated discs were pooled per mouse to isolate sufficient RNA. For animals designated for the other terminal assays (*n*_db/+_=3, *n*_db/db_=3, *n*_Con+Veh_=3, *n*_STZ-HFD_=9), CC7/8-CC8/9 were used together as pseudo-replicates for organ culture and subsequent histology, CC9/10 was used for CEμCT, CC10/11 was used for mechanical testing, and CC11/12 was used for bulk protein assays. In this study, we investigated the inflammation and homeostasis in two mouse models of diabetes – the STZ-HFD and the db/db models – by conducting high-resolution molecular profiling and functional phenotyping in the IVD. Concurrently, the allocation of adjacent FSUs to organ culture, biomechanics, imaging and protein analysis allows for a comprehensive assessment of structural, mechanical and biochemical alterations within the same animals, thereby linking molecular changes to disc-level pathology and function in a model-specific manner.

### Measures of diabetic status

Several measures of diabetic status were collected at specific time points during the experimental phase: FBG, GTT and body weight were measured during week 12, while %HbA1c was measured at week 8 (Fig. 1A). Blood glucose levels (mg/dl) were measured using a glucometer (GLUCOCARD Vital^®^ Blood Glucose Meter). Blood samples were drawn via superficial incision to the tail tip of fasted mice using a scalpel; the tail was immediately treated with analgesic (Kwik Stop^®^ Styptic Powder) after blood collection. The %HbA1c was measured using the A1CNow^®^+ system (PTS Diagnostics) according to kit instructions. Blood samples were drawn fresh in the same way as during the blood glucose test; previously frozen samples from db/db and db/+ animals were excluded owing to quality issues, and all analyzed samples included were from fresh blood draws from later cohorts. Finally, for GTT, mice were fasted and had their blood glucose measured as described above to establish a baseline. Mice were then injected intraperitoneally with 2 g/kg glucose in sterile water. Additional blood glucose measurements were taken at 30 min, 60 min and 90 min post injection. The AUC of blood glucose (mg•h/dl) was calculated over the course of the test. For the purpose of evaluating diabetic status for inclusion in the study, a cutoff of 435 mg•h/dl in the GTT, established in previous studies on human T2D criteria (Sakaguchi et al., 2015), was adjusted for time and interspecies differences in blood glucose levels. Discrepancies in sample numbers across measures in the db/db and db/+ groups resulted from poor blood sample quality for HbA1c measurement or glucometer errors during FBG collection.

### Organ culture

Following extraction, FSUs were cultured in 2 ml Dulbecco's modified Eagle medium/nutrient mixture F-12 Ham with L-glutamine and 15 mM HEPES (Sigma-Aldrich, D6421). Culture medium was supplemented with 20% fetal bovine serum (Gibco, A5256801) and 1% penicillin-streptomycin (Gibco, 15140122). Cultures underwent a preconditioning period of 7 days, with regular media changes to account for the inflammatory response from extraction (Fig. 1C). Conditioned medium was collected 48 h after the final medium change at the end of the preconditioning period and immediately frozen at −80° C.

### Chemokine assay

A multiplex assay of remodeling factors and inflammatory chemokines (45-Plex Mouse Cytokine Discovery Assay, Eve Technologies Assays; CCL-2,3,4,5,11,12,17,20,21,22; CSF-1,2,3; IL-1α,1β,2,3,4,5,6,7,9,10,11,12A,12B,13,15,16,17; CXCL1,2,5,9,10; CX3CL1; IFN-γ,β1; TNF-α; LIF; VEGF; EPO; TIMP-1) was performed on conditioned media samples. Psuedo-replicates from the same animal were pared down to one representative value by selecting the median cytokine level, and cytokine levels were comparatively analyzed using Welch's *t*-test (*n*_db/+_=3, *n*_db/db_=3, *n*_Con+Veh_=3, *n*_STZ-HFD_=9). Cytokines with greater than 25% missingness (values outside of assay range) across all experimental groups were excluded from further analysis. Significantly upregulated cytokines in each model were selected for a secondary fold change analysis, whereby protein expression levels for db/db and STZ-HFD mice were used to calculate fold change for each cytokine over the corresponding average expression of the control (db/+ and Con+Veh, respectively).

### Cytokine interaction network construction and analysis

To further investigate the inflammatory profiles of these T2D models, networks of cytokine interactions were constructed and analyzed using a custom MATLAB (Version 9.13.0.2080170 R2022b) script as in previous studies (Easson et al., 2023). Networks were generated by calculating a Pearson correlation matrix for each experimental group based on cytokine expression data from the multiplex panel of conditioned media. To interrogate the strong protein correlations, a threshold (|r|>0.7) was applied to the correlation matrices. This identified cytokines that are likely to be co-regulated, meaning that they may be part of the same inflammatory pathway or respond to the same triggers. The filtered matrices were used to create undirected graphs, with nodes representing cytokines and edges representing significant interactions. Centrality measures were calculated to determine the importance of each cytokine within the networks. Eigenvector centrality and betweenness centrality were computed for each network using the centrality function. Eigenvector centrality aids in identifying cytokines that are dominant in shaping the entire inflammatory response, indicating that they are connected to many other active cytokines. Betweenness centrality identifies cytokines that are critical in cross signaling between otherwise separate inflammatory signals. The resulting centrality values were organized into tables and sorted to identify the top-ranking cytokines. For each centrality metric, shared high-ranking cytokines between the diabetic models and unique cytokines for each diabetic model were aggregated. This was used to identify shared and unique inflammatory pathway drivers in each model. Additionally, key network characteristics were extracted to understand the structure and function of the cytokine networks. The average path length was determined using the distances function to compute the shortest finite paths between all pairs of nodes. This can be used to indicate how inflammatory signals spread across the network and the parity among similarly regulated cytokines. Modularity and community structure were assessed using the Louvain community structure and modularity algorithm (Blondel et al., 2008). Modularity in this context identifies sub-pathways and clusters in the network. The k-hop reachability was computed to assess the extent to which cytokines can influence each other within one (k=1) or two (k=2) degrees of separation. This indicates how far a single cytokine's influence reaches within the network. The Jaccard index was used to compare the reachability matrices between different groups, providing a direct measure of similarity between networks. Finally, the networks were visualized using force-directed layouts with nodes colored by eigenvector centrality and sized by betweenness centrality.

### Histology

Following removal from culture, FSUs (*n*_db/+_=3, *n*_db/db_=3, *n*_Con+Veh_=3, *n*_STZ-HFD_=9) were fixed in 10% neutral-buffered formalin (Epredia, 5735) overnight and decalcified in ImmunoCal (StatLab, STL14141) for 72 h. Samples were embedded in paraffin blocks, sectioned in the sagittal plane at 10 µm thickness, and stained with Safranin-O/Fast Green prior to being imaged via Hamamatsu NanoZoomer with a 20× objective. Histological images of the IVDs were evaluated for degeneration in a masked manner, based on a standardized histopathological scoring system (Melgoza et al., 2021).

### CEμCT

Functional spine units (*n*_db/+_=3, *n*_db/db_=3, *n*_Con+Veh_=3, *n*_STZ-HFD_=9) were incubated in a 175 mg/ml Ioversol solution (OptiRay 350; Guerbet) diluted in PBS at 37°C. Following 4 h of incubation, the samples underwent scanning with a Viva CT40 (Scanco Medical) at 10 µm voxel size, using 45 kVp, 177 µA, high resolution and a 300 ms integration time. CEµCT data was exported as a DICOM file for analysis in a custom MATLAB program. After an initial Gaussian filter (kernel size=3), functional spine units were segmented by drawing a contour around the perimeter of the IVD every ten transverse slices and morphing using linear interpolation. This was defined as the whole-disc mask. The NP was segmented from the whole disc by thresholding and performing morphological close and morphological open operations to fill interior holes and smooth NP boundaries. The volumes and intensities were calculated from the NP and whole-disc regions. DHI was measured by averaging the height-to-width ratio of the IVD over five slices in the mid-sagittal plane. Finally, the NI/DI ratio and NPVF (NP volume/total volume) was computed using the intensity and volume metrics reported by the output analysis within the MATLAB program. All thresholding and analysis were performed using masked and validated methods (Lin et al., 2016; Lin and Tang, 2017).

### Mechanical testing

Mechanical testing of FSUs (*n*_db/db_=3, *n*_db/+_=3, *n*_STZ-HFD_=3, *n*_Con+Veh_=9) was performed using cyclic compression on a microindentation system (BioDent; Active Life Scientific) with a 2.39 mm probe as previously described (Liu et al., 2015). Samples were adhered to an aluminum plate and placed in a PBS bath prior to aligning the sample beneath the probe with a 0.03 N preload. Each unit was then sinusoidally loaded in compression at 1 Hz for 20 cycles with a 35 μm amplitude. A loading slope value was calculated from the linear region of the force-displacement curve, and the loss tangent (tan delta) was calculated from the phase delay between loading and displacement (Liu et al., 2015). A representative force displacement curve can be seen in Fig. S1.

### Matrix protein assays

Whole extracted discs (*n*_db/db_=3, *n*_db/+_=3, *n*_STZ-HFD_=3, *n*_Con+Veh_=9) were used to measure the biochemical content of various matrix proteins. First, discs were digested overnight in a papain digestion buffer, after which the buffer was collected for a 1,9-dimethylmethylene blue assay of sulfated glycosaminoglycan content with a chondroitin sulfate standard (Liu et al., 2017). The disc was then subjected to high temperature bulk hydrolyzation in 12 N HCl. Hydrolysates were desiccated and reconstituted with 0.1× PBS and measured against a quinine standard for AGE content (Liu et al., 2017). Finally, a hydroxyproline assay was used to quantify collagen content (Liu et al., 2017).

### RNA collection and sequencing analysis

Sterile extracted IVDs (*n*_db/+_=3, *n*_db/db_=3, *n*_Con+Veh_=4, *n*_STZ-HFD_=4) were placed directly into cold medium. After extraction, IVDs were flash frozen in liquid nitrogen and homogenized via ball mill (Sartorius Mikro-Dismembrator U). Homogenates were resuspended in TRIzol Reagent (Invitrogen, 15596-026) and centrifuged at 800 ***g*** for 5 min. Supernatant was collected, purified and isolated using column filtration (Zymo Research Direct-zol RNA Microprep Kit R2060). Samples were prepared, indexed, pooled and sequenced on an Illumina NovaSeq X Plus, with basecalls and demultiplexing done using DRAGEN and BCLconvert version 4.2.4. RNA-seq reads were aligned to the Ensembl release 101 assembly with STAR 2.7.9a1, and gene counts were derived using Subread:featureCount version 2.0.32. Isoform expression was quantified with Salmon 1.5.23, while sequencing performance was assessed using RSeQC 4.04. Gene counts were normalized using EdgeR, and low-expressed genes were excluded. The count matrix was transformed to moderated log 2 counts per million with Limma's voomWithQualityWeights, and differential expression analysis was performed. Specific genes related to sugar reduction and dicarbonyl-compound formation (a precursor reaction in the formation of AGEs) were initially identified, along with ligands for RAGE, regulators of NF-κB function and adipokines. A subsequent broader analysis of global perturbations in GO terms, MSigDb and KEGG pathways was performed using generally applicable gene-set enrichment (GAGE). To better understand the types of the pathways altered in T2D, pathway analysis was grouped into functional categories for visualization. For shared or similar pathways within each category, the broader pathway encompassing more genes was elected for visualization. All pathways and genes were filtered for significance with corrections for false discovery rate, and individual genes were excluded if the |log_2_ (fold change)|<1. All visualization was performed using GraphPad Prism 10.3.1 v509.

### Statistical analysis

All statistical analysis was performed in GraphPad Prism 10 software. Comparisons between grouped fold change values (cytokines) were conducted using an unpaired *t*-test with Welch's correction, and comparisons of all groups in other data were conducted using Brown–Forsythe and Welch's ANOVA with Dunnett's T3 as post-hoc. Results were considered statistically significant when *P*<0.05.

## Supplementary Material

10.1242/dmm.052384_sup1 Supplementary information

# Supplementary material for: Degenerating intervertebral discs in the streptozotocin-high-fat diet model of type 2 diabetes show extensive inflammation
**Source:** Dis Model Mech. 2025 Nov 26;18(11):dmm052384. doi: 10.1242/dmm.052384
**Supplement:** Supplementary information

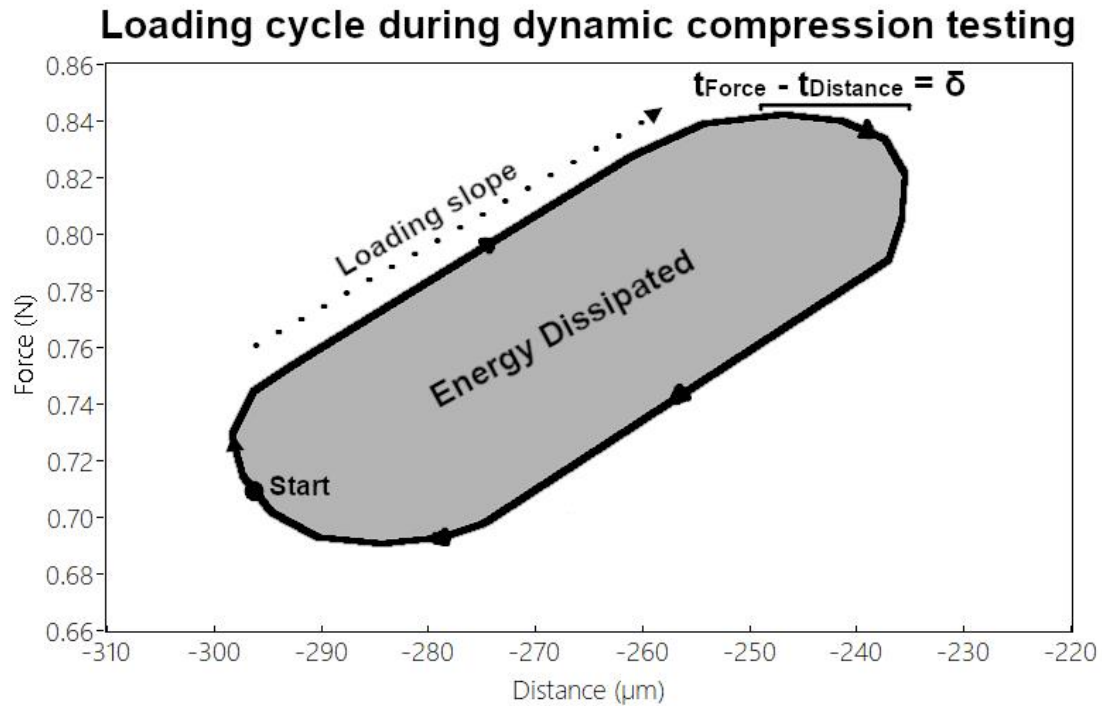

**Fig. S1. Representative force-displacement curve of the dynamic loading regimen used in mechanical testing.** The force-displacement curve here illustrates the loading hysteresis in these samples, consistent with behavior of a viscoelastic material.

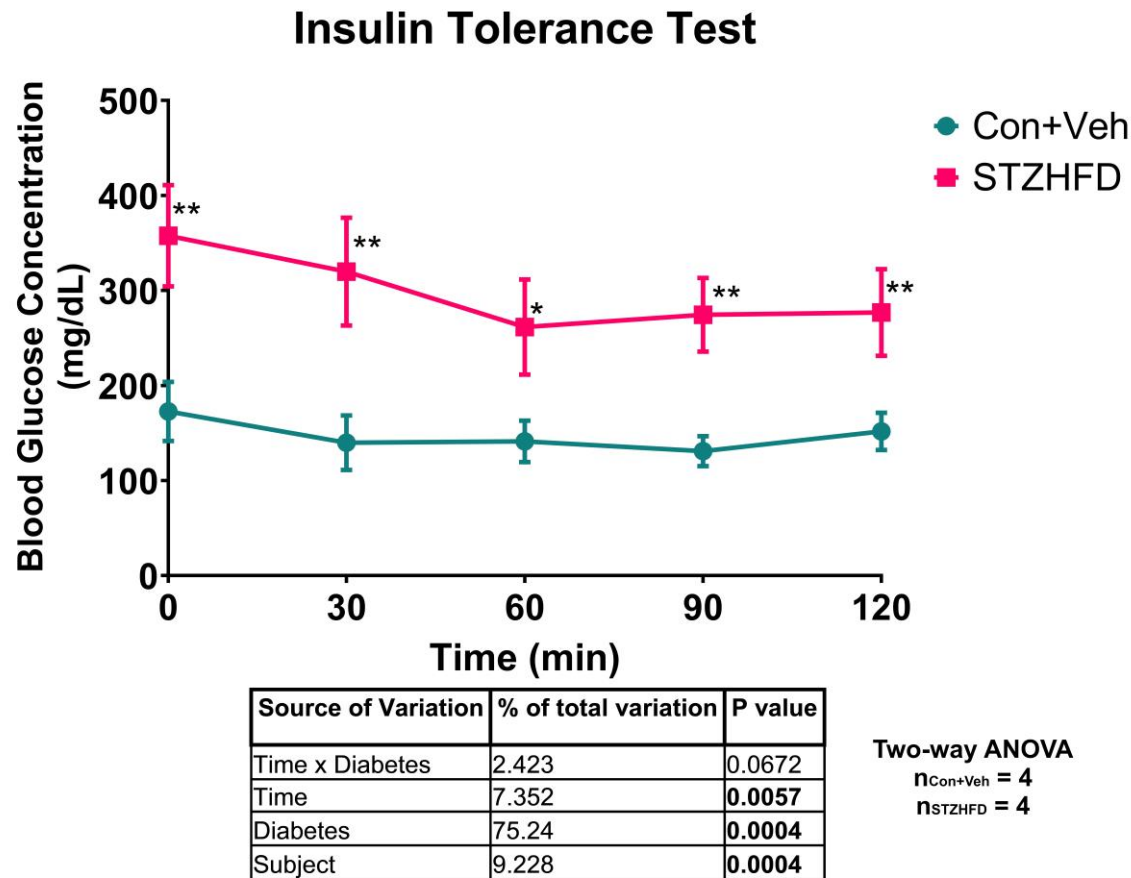

**Fig. S2. Insulin tolerance test of STZ-HFD mice shows insulin resistance, not insulin dependence.** Despite receiving 2U/kg I.P. insulin (Humalin R), STZ-HFD mice do not respond with a reduction in blood glucose concentration. Consequently, STZ-HFD mice have elevated blood glucose when compared to non-diabetic controls at all timepoints during the insulin tolerance test.

How the deposited data were processed for this re-analysis (not part of the article)

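The study measured RNA in pooled caudal discs of 14 mice, 3 db/db, 3 db/+, 4 STZ-HFD and 4 Con+Veh, with 5 discs per mouse. Mice of the db groups were 12 weeks old. In the other cohort, STZ was given once at 100 mg/kg after 4 to 6 weeks of diet, and discs were taken 12 weeks after the injection. Groups and replicate numbers were taken from the sample labels and the paper, and all 14 samples were mapped. The labels call the Con+Veh mice wild type. The replicate numbers used as a block are those of the labels, and same-numbered samples are different mice.
The authors aligned reads with STAR 2.7.9a1 (versions as printed in the paper) to Ensembl release 101 and deposited one table of gene counts made with featureCounts 2.0.32, in whole numbers and without normalization. They also deposited a table of estimated counts per transcript made with Salmon 1.5.23, which entered only 1 alternative here, rounded to whole numbers after summing per gene. The gene table holds 55774 lines, of which 287 repeat an identifier with identical values, and repeats were used once, leaving 55487 genes. Of these, 55141 were found in the GENCODE M21 annotation, which gave positions, lengths and types on GRCm38. The transcript table holds 109383 transcripts and gave totals for 35850 genes. The authors' normalized values, filters and pathway tests were not used here.
From the gene counts, R 4.3.3 with edgeR 4.0.16 (TMM factors), limma 3.58.1 and DESeq2 1.42.0 was used. Genes with a CPM above 1 in at least 3 libraries were kept, 16915 in all. The test was limma's voomWithQualityWeights with a mean for each of the 4 groups, contrasts of db/db with db/+, STZ-HFD with Con+Veh and the difference of the contrasts, and Benjamini-Hochberg adjustment within each contrast. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The paper names voomWithQualityWeights, so it was used in place of edgeR's quasi-likelihood test, which was an alternative. Families of genes, 29 in all, were tested with limma's camera at an inter-gene correlation of 0.01. Mean log2 CPM of 11 lists of marker genes, with a prior count of 2, was compared by two-sided exact permutation tests, whose smallest p is 0.10 for 3 mice against 3 and 0.029 for 4 against 4. Genes to be named were fixed by a rule, namely every gene the paper names from the RNA-seq data or draws in Fig. 7A, C or E and, per model and direction, the 5 called genes with the largest absolute log2 fold change whose libraries do not overlap between groups. Some genes under this rule are not reported here. This rule, the tests, the families, the marker lists and the listed alternatives were set before the data were examined.
The depth was 16076908 to 58943169 counts per library. It sets the smallest level that 3 counts can show, 0.0509 to 0.187 CPM, and such floors cover counting error only. The tests were tried on simulated data drawn from the means and scatter of the 16915 genes and the library totals, in which 200 genes were changed by a log2 fold change of 2 and a further family of genes rose by less. Calls outside the 200 genes, given as other calls, include any made in that family. voomWithQualityWeights called 47.5% of the changed genes in db/db and 57.5% in STZ-HFD, with 2 and 5 other calls. edgeR's quasi-likelihood test called 52% and 66.5%, with 1 and 6 other calls. DESeq2 called 67.5% and 76%, with 41 and 35 other calls. With no gene changed, the first 2 tests called 0 genes and DESeq2 called 5 and 4. These shares and counts describe simulated scatter, not the mice. Each gene was drawn on its own, without differences in quality between libraries. The 0 calls with no gene changed therefore set no limit on false calls in the mice.
The alternatives were edgeR's quasi-likelihood test, DESeq2, voom without quality weights, RLE size factors, filterByExpr or no filter on low counts, each model fitted alone, a replicate block, gene totals from transcript counts, a skeletal muscle or adipocyte marker score as a covariate, no minimum on the fold change, fry and camera with an estimated correlation for the families, a prior count of 0.5 for the marker scores and leaving out each of the 14 libraries in turn. After the data were seen, 5 more were added, which were removal of ribosomal RNA genes, an indicator of the libraries with the highest mitochondrial ribosomal RNA share, detection of receptor genes as a covariate, removal of the GC content trend of each library over 20 bins, and leaving out both libraries whose names share an ending. Pathway tests with the paper's gene sets and GAGE were left out because those gene sets are not among the data used.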

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

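The test of deeper sequencing was chosen only after its result was seen. STZ-HFD replicate 1 was far from the other libraries in the genes it detected, in data the paper does not report on. It had counts on 91.1% of 1492 olfactory and vomeronasal receptor genes, against 16.1% to 28.5% in the other 13 libraries. It detected 42626 genes with at least 1 count, against 25194 to 29924 in the others, at the lowest total of all, 16076908 counts. With the lowest total it was not sequenced more deeply, and thinning the others to that total could only lower their numbers, so that comparison was fixed in advance and adds nothing. Reads from genomic DNA are a candidate explanation. In this library the counts of receptor genes rose with exon length (Spearman rho of 0.628 across 1490 genes, which are not independent), above the level of 0.3 set for this test. The same rho was 0.332, 0.322 and 0.307 in db/db replicate 2, Con+Veh replicate 1 and STZ-HFD replicate 3 and 0.251 to 0.294 in the others, so the test does not single out this library by its threshold alone. Its *Xist* count of 139, against 1 to 22 elsewhere, also stands apart. Its TMM factor of 1.52 was above the 0.696 to 0.821 of the other libraries of its cohort but within the range of the db groups, whose highest was 1.61. The design gives no biological explanation of a single library, and none was tested.
The response of 299 genes differed between the models, tested as the difference of the contrasts. Among the 64 splits that part every same-numbered pair, 11 gave as many genes, the real split among them, with up to 2145. Some of these splits keep the real grouping of a single model. Another keeps both real groupings with the direction of STZ-HFD reversed (491 genes). Such splits may still hold a real difference, so they cannot decide whether the count of 299 stands out. Whether the 2 libraries whose names share an ending account for those splits was not tested. Of the genes named by the rule, 31 had a difference past the threshold, and those reported here are given as the log2 fold change in db/db minus that in STZ-HFD. It was positive for *Lox* (1.70), *S100a4* (3.13), *S100g* (3.85), *Adam10* (1.51), *Arl6ip1* (1.68), *Chad* (3.63), *Vcan* (2.09), *Spp1* (2.67), *Gpx3* (2.21), *Uts2r* (2.69), *Abi3bp* (2.43), *Prg4* (2.85), *Dcn* (2.53), *Ogn* (2.77), *Prelp* (1.97), *Pcolce2* (1.84), *Ms4a4d* (3.59), *Ccl6* (3.50), *Gm8430* (2.65), *Rps27a-ps2* (2.56), *Cxcl13* (5.88) and *Il33* (3.54). It was negative for *Pfkm* (-2.29), *Pdk4* (-2.11), *Fabp3* (-2.28), *Hk2* (-1.54), *Slc16a3* (-2.0), *Gm14236* (-5.42), *Olfr13* (-3.79) and *Gm44769* (-5.92). *Gm8430* and *Rps27a-ps2* are annotated as pseudogenes, which can share reads with their parent genes, and *Gm14236* is annotated as antisense. A response to leptin receptor loss that differs from that to STZ and diet remains a hypothesis, because each model has its own cohort and the GC content trend may contribute. With that trend removed, 97 genes passed and 90 of the 299 remained.
In the groups of 4 libraries, some values lay far from those of the other 3 libraries. For named genes these were *C1qb* in Con+Veh replicate 2 (13.7 CPM, others 31.3 to 36.8), *Fabp3* in Con+Veh replicate 1 (6.59 CPM, others 3.94 to 4.16), *Hk2* in Con+Veh replicate 2 (28.0 CPM, others 16.1 to 17.1), *Acadm* in Con+Veh replicate 4 (11.2 CPM, others 14.2 to 14.7), *Ogn* in Con+Veh replicate 1 (27.5 CPM, others 44.2 to 48.4) and *Gm44769* in Con+Veh replicate 2 (0.537 CPM, others 0 to 0.0540). In the other group they were *S100g* in STZ-HFD replicate 2 (0 CPM, others 0.525 to 0.573), *C1qb* in STZ-HFD replicate 1 (9.00 CPM, others 15.2 to 16.8), *Slc16a3* in STZ-HFD replicate 3 (41.5 CPM, others 24.3 to 25.9), *Cxcl14* in STZ-HFD replicate 1 (35.3 CPM, others 76.6 to 88.9), *Col6a2* in STZ-HFD replicate 2 (276 CPM, others 172 to 182), *Cilp2* in STZ-HFD replicate 2 (16.2 CPM, others 9.82 to 10.5) and *Ccl6* in STZ-HFD replicate 3 (12.9 CPM, others 4.97 to 5.71). For marker scores, Con+Veh replicate 4 was low in the notochord and nucleus pulposus score (2.92) and STZ-HFD replicate 1 in the skeletal muscle score (8.28). These are 13 of 220 gene values, 2 of 22 scores and, with receptor detection, 1 of 12 library measures, where chance gives 11, 1.1 and 0.6. No explanation of single values was tested, and the number is close to what chance gives.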

How the results depend on the processing

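The 5 alternatives on ribosomal RNA genes, mitochondrial ribosomal RNA, receptor genes, GC content and the 2 libraries whose names share an ending were chosen after seeing the data. Results are given as genes up and down in db/db, up and down in STZ-HFD, and with a different response, against 208, 73, 220, 221 and 299. edgeR's quasi-likelihood test called 0, 0, 6, 23 and 5, with 1891 db/db genes at an unadjusted p under 0.05, and its 29 STZ-HFD genes were all among the 441. DESeq2 called 154, 53, 130, 150 and 243. Without quality weights the counts were 7, 2, 3, 16 and 3. RLE size factors gave 254, 78, 248, 209 and 323, and filterByExpr gave 184, 52, 103, 114 and 154. Without a filter they were 357, 177, 95, 35 and 240, with median log2 fold changes of all genes at -0.18 and -0.36. Each model fitted alone called 357 and 79 in db/db and 148 and 139 in STZ-HFD, and gives no test of the response difference. The replicate block called 796, 688, 387, 611 and 1173. Here the deviations of same-numbered libraries correlated at a mean r of -0.0911 in the db groups. Gene totals from transcript counts gave 115, 29, 30, 26 and 62. The muscle score as a covariate gave 98, 21, 7, 37 and 18, and the adipocyte score 0, 0, 1, 9 and 62, with 1726 db/db genes at an unadjusted p under 0.05. Without ribosomal RNA genes 308 genes were called in db/db, 360 in STZ-HFD and 239 for the response. The mitochondrial indicator gave 319 in db/db, 59 up and 69 down in STZ-HFD and 569 for the response, receptor detection 198, 76, 258, 190 and 377, and removal of the GC trend 114, 20, 187, 172 and 97. Without the 2 libraries whose names share an ending it was 290, 98, 68, 176 and 114, and 198 of the 441 STZ-HFD calls were kept. With no minimum on the fold change, 240, 86, 279, 305 and 300 genes had an adjusted p under 0.05. The cause of these changes was not tested except as given under the other observations.
Across the 14 fits that each left out 1 library, db/db counts ran from 12 to 293 up and from 2 to 99 down, STZ-HFD counts from 3 to 311 up and from 14 to 368 down, and response differences from 4 to 423. STZ-HFD calls were fewest without Con+Veh replicate 3 (17 genes), Con+Veh replicate 4 (18) or STZ-HFD replicate 3 (18).
Of the 41 changes in Fig. 7C, 15 were called. edgeR and voom without weights called 0, no filter 7, the replicate block 33, transcript totals 2, the muscle score 2 and the adipocyte score 0. The leave-one-out fits called 5 to 20. Of the families, most of which were written after pathways that the paper reports for STZ-HFD, 7 passed in db/db and 26 in STZ-HFD. In db/db it was 11 without a filter, 13 with the muscle score, 2 with the adipocyte score, 0 with the estimated correlation and 0 with fry, and 4 to 11 across the leave-one-out fits. In STZ-HFD it was 16 without a filter, 17 with the muscle score, 2 with the estimated correlation, 21 with fry, 19 with the mitochondrial indicator, 26 with the replicate block and 21 to 26 across the leave-one-out fits.
The direction given by camera changed for some families. Outside the leave-one-out fits, adjusted p in these cases ran from 0.167 to 0.993 (limma's camera with Benjamini-Hochberg adjustment), so none passed in the new direction. Cell adhesion molecules in db/db turned upward by camera without a filter (median log2 fold change of -0.13), with transcript totals (-0.072), without ribosomal RNA genes (-0.068) and with the GC trend removed (-0.13). Only without a filter was this median above that of all genes. It ran from -0.19 to 0.028 across the leave-one-out fits. With the adipocyte score, oxidative phosphorylation in db/db was at -0.16 and the TCA cycle at -0.18, and the latter ran from -0.15 to 0.30 across the leave-one-out fits. Proteasome subunits in STZ-HFD were at -0.13 with the muscle score and -0.046 with the adipocyte score. In STZ-HFD without a filter, the camera direction turned upward for innate immune signaling (-0.43), cell adhesion molecules (-0.34), collagens (-0.33) and core histones (-0.37). The median of all genes in that fit was -0.36, and innate immune signaling and core histones did not lie above it. Cell adhesion molecules in STZ-HFD were at 0.26 without quality weights. *Ager* in db/db had a log2 fold change of -0.014 without weights, -0.25 with the replicate block, -0.027 with the muscle score, -0.27 with the adipocyte score and -0.36 to 0.22 across the leave-one-out fits. The cause was not tested.
For the 121 results on named genes, the alternatives gave 1919 values, of which 1354 kept direction and side of the threshold, 510 lost the call, 51 gained it and 4 reversed. For the 39 family results they gave 702 values, of which 570 were kept, 103 lost, 16 gained and 13 reversed. With every library thinned to the smallest total, 238 of the 281 db/db calls and 343 of the 441 STZ-HFD calls were kept.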

Differences from the paper's values

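The paper reports 376 upregulated genes in db/db, and 208 were called here. Of the alternatives set before the data were examined, RLE size factors (254), no low-count filter (357), each model fitted alone (357) and the fits without Con+Veh replicate 2 (293), STZ-HFD replicate 2 (285) or STZ-HFD replicate 3 (289) came within 1.5 times of the paper's count, and the others did not. The paper reports 135 downregulated genes in STZ-HFD, and 221 were called here. DESeq2 (150), filterByExpr (114), each model fitted alone (139) and the fits without db/+ replicate 1 (202) or STZ-HFD replicate 4 (100) came within 1.5 times, and the others did not. None of these settings is named here as the paper's method.
The paper lists *Ndufb5* as upregulated in both models, but it was not called in db/db, with an adjusted p of 0.0732 (limma with Benjamini-Hochberg adjustment). The paper's upregulated lists share 3 genes and its downregulated lists 1, where 6 and 3 were shared here, and each model fitted alone shared 1 and 1. The paper draws *Prkar1a* as upregulated in db/db in Fig. 7A, and its adjusted p was 0.0555 (limma with Benjamini-Hochberg adjustment). It draws *Suclg1* as upregulated in STZ-HFD in Fig. 7E, where its log2 fold change was 0.998, below the minimum of 1.
Fig. 7C marks 26 changes that were not called here, 11 in db/db and 15 in STZ-HFD, all in the drawn direction. In db/db these were *Gapdh* (-1.43), *Eno1* (-1.30), *Ppp1r13l* (-1.25), *Pfkm* (-0.74), *Pfkfb1* (0.82), *Tnfsf13b* (1.01), *Cbr3* (1.10), *S100a6* (1.12), *S100g* (1.15), *Aldh6a1* (1.32), *Lep* (2.07), each with its log2 fold change. In STZ-HFD these were *S100g* (-2.70), *C1qtnf3* (-1.89), *Aldh3a1* (-1.54), *C1qa* (-1.54), *Aldoc* (-1.48), *Itgb2* (-1.46), *Aldh3b1* (-1.14), *Tnfaip6* (-1.14), *Nfkbiz* (-1.13), *Loxl4* (-1.07), *Tpi1* (1.01), *Tnfsf10* (1.07), *Aldh4a1* (1.22), *Aldoa* (1.25), *Lep* (1.95). Their adjusted p ran from 0.0559 to 0.262 (limma with Benjamini-Hochberg adjustment). The text states that *Tnfsf6* rose in STZ-HFD, while Fig. 7C shows *Tnfsf10*. *Fasl*, the current symbol of *Tnfsf6*, had 0 to 14 counts and was not tested.
Some settings did call these genes. With the replicate block, the call was made for *Aldh3a1* in STZ-HFD, *Aldh4a1* in STZ-HFD, *Aldh6a1* in db/db, *Aldoa* in STZ-HFD, *C1qa* in STZ-HFD, *Eno1* in db/db, *Gapdh* in db/db, *Itgb2* in STZ-HFD, *Lep* in db/db, *Lep* in STZ-HFD, *Loxl4* in STZ-HFD, *Ndufb5* in db/db, *Nfkbiz* in STZ-HFD, *Ppp1r13l* in db/db, *Prkar1a* in db/db, *S100a6* in db/db, *S100g* in db/db, *S100g* in STZ-HFD, *Suclg1* in STZ-HFD, *Tnfsf13b* in db/db and *Tpi1* in STZ-HFD. With receptor gene detection as a covariate, chosen after seeing the values, the call was made for *Aldh4a1* in STZ-HFD, *Aldoa* in STZ-HFD, *Prkar1a* in db/db, *Suclg1* in STZ-HFD and *Tpi1* in STZ-HFD. With each model fitted alone, the call was made for *Aldh6a1* in db/db, *Loxl4* in STZ-HFD, *Ndufb5* in db/db, *Ppp1r13l* in db/db, *Prkar1a* in db/db, *Suclg1* in STZ-HFD and *Tpi1* in STZ-HFD. With the mitochondrial indicator, chosen after seeing the values, the call was made for *Aldh6a1* in db/db and *Eno1* in db/db. With both libraries whose names share an ending left out, chosen after seeing the values, the call was made for *Aldh6a1* in db/db, *Eno1* in db/db, *Ndufb5* in db/db, *Nfkbiz* in STZ-HFD and *Prkar1a* in db/db. With DESeq2, the call was made for *Prkar1a* in db/db and *S100g* in STZ-HFD. With filterByExpr, the call was made for *Prkar1a* in db/db. With no low-count filter, the call was made for *Prkar1a* in db/db. With the muscle score as a covariate, the call was made for *Prkar1a* in db/db. With ribosomal RNA genes removed, chosen after seeing the values, the call was made for *Prkar1a* in db/db. With RLE size factors, the call was made for *Suclg1* in STZ-HFD. Without STZ-HFD replicate 1, it was made for *Aldh4a1* in STZ-HFD, *Aldoa* in STZ-HFD, *Suclg1* in STZ-HFD and *Tpi1* in STZ-HFD. Without db/+ replicate 2, it was made for *Aldoa* in STZ-HFD, *Loxl4* in STZ-HFD and *Tpi1* in STZ-HFD. Without Con+Veh replicate 2, it was made for *Aldh6a1* in db/db, *Aldoa* in STZ-HFD, *Itgb2* in STZ-HFD, *Ndufb5* in db/db, *Nfkbiz* in STZ-HFD, *Ppp1r13l* in db/db, *Prkar1a* in db/db and *Suclg1* in STZ-HFD. Without STZ-HFD replicate 2, it was made for *Aldoa* in STZ-HFD, *Ndufb5* in db/db, *Ppp1r13l* in db/db and *Suclg1* in STZ-HFD. Without STZ-HFD replicate 3, it was made for *Eno1* in db/db and *Prkar1a* in db/db. Without STZ-HFD replicate 4, it was made for *Eno1* in db/db and *Prkar1a* in db/db. Without Con+Veh replicate 1, it was made for *Ppp1r13l* in db/db. Without Con+Veh replicate 3, it was made for *Prkar1a* in db/db. Without db/db replicate 2, it was made for *Suclg1* in STZ-HFD. Without db/+ replicate 1, it was made for *Suclg1* in STZ-HFD. Without db/+ replicate 3, it was made for *Suclg1* in STZ-HFD. No setting called *Pfkm*, *Pfkfb1* or *Cbr3* in db/db or *Aldh3b1*, *Aldoc*, *Tnfsf10*, *Tnfaip6* or *C1qtnf3* in STZ-HFD.
The paper states that both models had higher TCA cycle and fatty acid metabolism pathways, that db/db had lower cell adhesion molecules and that none of the immune pathways changed in db/db. Hand-written families, not the paper's gene sets, were tested here. In db/db the TCA cycle (adjusted p = 0.416), fatty acid oxidation (0.0570) and cell adhesion molecules (0.852) did not pass limma's camera with Benjamini-Hochberg adjustment, and adhesion at the vascular wall rose (0.00112). The paper's sentence names no such change in STZ-HFD, where cell adhesion molecules fell here (adjusted p = 0.00618, limma's camera with Benjamini-Hochberg adjustment) but turned upward relative to all genes without quality weights and without a filter. In STZ-HFD, leukocyte receptors, which stand in for lymphoid and non-lymphoid interactions (0.0927), innate immune signaling (0.180) and core histones, which stand in for amyloid fiber formation (0.137) did not pass limma's camera with Benjamini-Hochberg adjustment. The TCA cycle in db/db passed with the muscle score and without db/+ replicate 2. Fatty acid oxidation in db/db passed with edgeR, DESeq2, voom without weights, filterByExpr, no filter, the replicate block and the muscle score, with receptor detection or the GC trend removed, both chosen after seeing the values, and without db/db replicate 2, db/db replicate 3, db/+ replicate 1, db/+ replicate 2 or STZ-HFD replicate 1. Leukocyte receptors passed with filterByExpr, transcript totals, the adipocyte score and without Con+Veh replicate 4, and core histones with transcript totals, the muscle score, the adipocyte score and without STZ-HFD replicate 3. Cell adhesion molecules in db/db and innate immune signaling in STZ-HFD passed in none of the settings tried. The rise of adhesion at the vascular wall in db/db lost its pass in 4 of 18 alternatives. Among them were the adipocyte score, the estimated correlation and fry. Complement in db/db passed with the replicate block and with the muscle score.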

Other observations

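The tests on ribosomal RNA, on genomic DNA as a covariate, on mitochondrial ribosomal RNA and on the libraries whose names share an ending were chosen only after the result was seen. In db/db, log2 fold changes fell with the GC content of the gene (Spearman rho of -0.428 across 16899 genes, which are not independent), from a median of 0.38 in the tenth of genes below 40.9% GC to -0.47 in the tenth above 57.4%. The median GC content was 44.7% in upregulated and 55.8% in downregulated genes, against 49.1% in all genes tested. Against the other libraries, the GC trend was negative in all db/db libraries (rho of -0.249, -0.262 and -0.0263) and positive in all db/+ libraries (0.247, 0.346 and 0.106), with an exact permutation p of 0.10 (two-sided), the smallest that 3 against 3 allow. With the trend removed from each library, 134 genes were called and 107 of the 281 were kept, so the trend is a candidate source for part of the db/db calls, but it does not explain the rest. A response of AT-rich genes to leptin receptor loss would give the same trend, and the 2 cannot be told apart. In STZ-HFD the same rho was -0.0807, and 348 of the 441 calls were kept with the trend removed, so GC content is not an explanation there.
Neither the length of genes nor the size of libraries explains the calls. The rho with gene length was 0.0154 in db/db and -0.0269 in STZ-HFD. Thinned to the smallest library total, 307 and 361 genes were called in db/db and STZ-HFD. With ribosomal RNA genes removed, 308 and 360 genes were called. With receptor gene detection as a covariate, 448 STZ-HFD genes were called, so reads from genomic DNA in STZ-HFD replicate 1 do not account for them.
Other splits of the libraries bear on the counts. In the db groups, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many as 281 genes, and over all 10 splits no other gave more than 3. In the STZ-HFD and Con+Veh libraries, 3 of the 8 such splits gave as many as 441 genes, up to 757, and 4 of all 35 did, so the STZ-HFD count does not stand out among all splits. With 4 and 8 splits, no share under 0.05 can be reached. The other 3 splits of all 35 with as many genes each kept Con+Veh replicate 2 and STZ-HFD replicate 4, the libraries with the highest mitochondrial ribosomal RNA share (21.8% and 21.1%), on one side, as 15 of the 34 other splits do (Fisher's exact test, two-sided, p = 0.076). The names of these 2 libraries share an ending of unstated meaning, and *Lars2* took 0.948% and 0.960% of their counts against 2.33% to 10.3% in the other 12. Among the 20 splits that part the 2 libraries, only the real one gave as many as 441 genes, and no other gave more than 141. With their indicator as a covariate in each of these fits, 1 of the 20, the real one with 128 genes, gave as many, and the next gave 91. A share of 0.05 is the smallest that 20 splits allow, so this test cannot tell. With 1 such library in each group, no comparison within them is possible. A batch or tissue difference marked by these libraries may underlie the other large counts and part of the 441 calls, and this remains open.
The share of neighboring tissue in the dissected discs could differ between groups. The adipocyte marker score was higher in db/db by 0.92 (exact permutation test, two-sided, p = 0.10, the smallest possible, adjusted p = 0.275 over 22 comparisons with Benjamini-Hochberg, higher in 3 of 3 libraries). In STZ-HFD it was higher by 0.86 (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.275 with Benjamini-Hochberg). The skeletal muscle score differed by -0.78 in db/db (exact p = 0.20) and 0.72 in STZ-HFD (exact p = 0.143). With the muscle score as a covariate, 74 of the 281 db/db calls and 32 of the 441 STZ-HFD calls were kept, and with the adipocyte score 0 and 6 were kept. Of these 4 comparisons of scores, the adipocyte score in db/db had no overlap between the groups, and each covariate shares variation with its groups, so a lost call does not show the cause. The calls cannot be told apart from a difference in tissue content. Across genes, the log2 fold changes did not follow the slopes on the scores within the groups of the other model (Spearman rho of -0.032 for muscle and -0.0277 for adipocytes in db/db, 0.0891 and 0.0728 in STZ-HFD), which goes against this explanation as far as the slopes carry over between models.
The cartilage and disc matrix score was 4.29 ± 0.30 (SD, n = 4) in STZ-HFD and 5.17 ± 0.54 (SD, n = 4) in Con+Veh, without overlap (exact permutation test, two-sided, p = 0.029, the smallest possible, adjusted p = 0.275 with Benjamini-Hochberg over 22 comparisons). The controls differed more. The score was 8.11 ± 0.39 (SD, n = 3) in db/+ and 5.17 in Con+Veh (exact permutation test, two-sided, p = 0.029, the smallest possible, adjusted p = 0.0786 with Benjamini-Hochberg over 11 comparisons), and the osteoblast and bone score was 6.12 against 3.26. The skin and hair follicle score, of 2 genes, was 0.546 in STZ-HFD and 1.65 in Con+Veh, also without overlap (exact permutation test, two-sided, p = 0.029, adjusted p = 0.275 with Benjamini-Hochberg). Between db/db and db/+, the osteoblast and bone score (-0.67) and the Y chromosome score (0.57) also did not overlap (exact permutation test, two-sided, p = 0.10 each, the smallest possible, adjusted p = 0.275 with Benjamini-Hochberg). The controls come from different cohorts, so cohort cannot be told apart from genotype or handling here, and no explanation was tested.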
